# A missense mutation in *Kcnc3* causes hippocampal learning deficits in mice

**DOI:** 10.1073/pnas.2204901119

**Published:** 2022-07-26

**Authors:** Pin Xu, Kazuhiro Shimomura, Changhoon Lee, Xiaofei Gao, Eleanor H. Simpson, Guocun Huang, Chryshanthi M. Joseph, Vivek Kumar, Woo-Ping Ge, Karen S. Pawlowski, Mitchell D. Frye, Saïd Kourrich, Eric R. Kandel, Joseph S. Takahashi

**Keywords:** learning and memory, potassium channels, behavioral screen, ENU mutagenesis, hippocampus

## Abstract

Although a wide variety of genetic tools has been developed to study learning and memory, the molecular basis of memory encoding remains incompletely understood. Here, we undertook an unbiased approach to identify novel genes critical for memory encoding. From a large-scale, in vivo mutagenesis screen using contextual fear conditioning, we isolated in mice a mutant, named *Clueless*, with spatial learning deficits. A causative missense mutation (G434V) was found in the voltage-gated potassium channel, subfamily C member 3 (*Kcnc3)* gene in a region that encodes a transmembrane voltage sensor. Generation of a Kcnc3^G434V^ CRISPR mutant mouse confirmed this mutation as the cause of the learning defects. While G434V had no effect on transcription, translation, or trafficking of the channel, electrophysiological analysis of the G434V mutant channel revealed a complete loss of voltage-gated conductance, a broadening of the action potential, and decreased neuronal firing. Together, our findings have revealed a role for *Kcnc3* in learning and memory.

## Significance

Using an unbiased genetic screen, we uncovered a novel missense mutation in the voltage-gated potassium channel, subfamily C member 3 gene (*Kcnc3)* that decreases the activity of hippocampal neurons and causes defects in learning and memory in a fear-conditioning task. These findings provide evidence that *Kcnc3* is important for hippocampal encoding of memories and contribute significantly to our understanding of potassium currents in the hippocampus and their role in learning.

Learning is the physiological process of acquiring knowledge about the world, and memory is the storage of this knowledge over time (1, 2). These are complex processes that involve many genes, cell types, and brain circuits (1, 3–9). The development of optogenetic and chemogenetic approaches has greatly expanded our knowledge of the circuitry underlying memory processes (7, 10–14), and transcriptomics has also revealed molecular changes that correlate with learning and memory storage (15–19). Despite this body of work, our understanding of the molecular basis of learning and memory remains incomplete.

In mammals, reverse genetics (from gene to phenotype) has been widely used to test candidate genes for their roles in synaptic transmission, synaptic plasticity, and signal transduction (6, 20–25). In contrast, forward genetic approaches (from phenotype to gene) for unbiased gene discovery have rarely been attempted in the learning and memory field (26–28), although this strategy has been successfully used for studying fear behaviors in mice (29), as well as learning and memory in *Drosophila* (30–33). Here, we report the findings of an unbiased forward genetic screen to identify regulators of learning and memory in mice. We identify and validate a missense mutation in the voltage-gated potassium channel, subfamily C member 3 *Kcnc3* gene that is associated with learning deficits and show that it alters the firing properties of hippocampal neurons and the expression of genes in the hippocampus after fear conditioning.

## Results

### A Forward Genetics Behavioral Screen Reveals Mice with Learning Deficits.

Male C57BL/6J (B6J) mice (G0) were treated with three doses of *N*-ethyl-*N*-nitrosourea (ENU) (once per week) and were mated with wild-type (WT) B6J females to generate progeny (G1) that carry random point mutations in the genome. We then bred individual G1 males with WT B6J females to produce female progeny (G2) that were subsequently backcrossed to their G1 fathers to produce G3 mice for behavioral screening (breeding scheme in Fig. 1*A*) (34). More than 20,000 G3 mice were screened using a contextual fear-conditioning testing (FCT) protocol (Fig. 1*B*) (35). Our screening strategy utilized context-dependent and cued fear conditioning, which are robust behaviors that can be acquired in a single training session. Comparison of contextual and cued FCT responses can then be used to bias the screen toward either hippocampal- or amygdala-associated components.

**Fig. 1.**
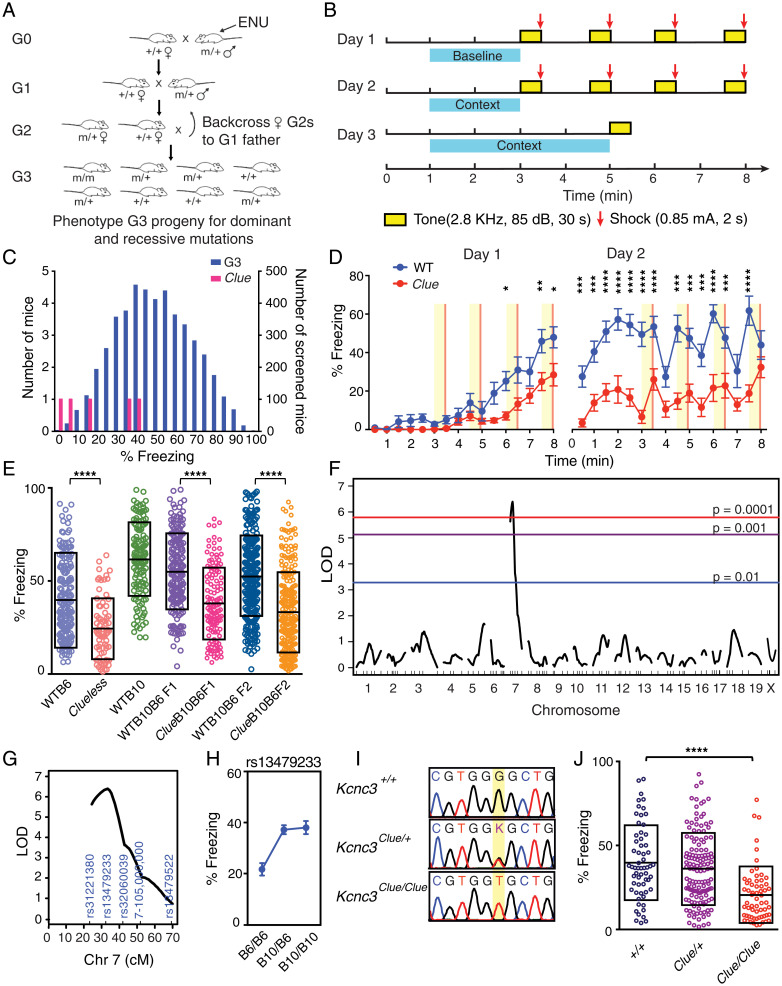
Forward genetic screening using contextual fear conditioning reveals a low freezing mutant. (*A*) Breeding schematic for behavioral screening. See details in *Materials and Methods*. (*B*) Design of the fear-conditioning screening protocol. Each block represents 30 s. (*C*) Phenotypic distribution of freezing scores of G3 (*n* = 4,691; blue bars) and *Clueless* (*n* = 5; magenta bars) mice. (*D*) Percent freezing time in *Clueless* and WT B6J mice during training (males, *n* = 12 for both groups). Data are reported as mean ± SEM. ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05. Two-way repeated measures ANOVA results for the following: genotype × time interaction, *F*_31,341_ = 5.556, *P* < 0.001; genotype effect, *F*_1,11_ = 41.34, *P* < 0.0001; time effect, *F*_31,341_ = 5.556, *P* < 0.001, adjusted with Sidak's post hoc test. (*E*) Percent freezing time in mice of different genotypes. *Clueless* mutants showed decreased freezing behavior when maintained on either C57BL/6J or a mixed B10B6 background. WTB6, *n* = 178; *Clueless*, *n* = 74; WTB10, *n* = 128; WTB10B6F1, *n* = 174; WTB10B6F2, *n* = 264; *Clue*B10B6F1, *n* = 131; and *Clue*B10B6F2, *n* = 259. Data are reported as mean ± SD. ****P < 0.0001, Kolmogorov-Smirnov test. (*F*) QTL analysis of *Clueless*. The significance thresholds were calculated with 10,000 permutation tests. (*G*) The LOD score of the significant QTL on chromosome (Chr) 7 peaks near rs13479233. (*H*) Genotype effect plot of rs13479233. Data are reported as mean ± SEM. (*I*) Genotypes of *Clueless* mutants from Sanger sequencing. (*J*) Percent freezing time in *Kcnc3*^+/+^ (*n* = 61), *Kcnc3^Clue^*^/+^ (*n* = 136), and *Kcnc3^Clue/Clue^* (*n* = 62) mice. Data are reported as mean ± SD. *F*_2,256_ = 17.33. ****P < 0.0001, one-way ANOVA, adjusted with Tukey’s post hoc test. *Clue*, *Clueless*.

Data from a cohort of 4,691 screened G3 mice are shown in Fig. 1*C*. Pedigrees that showed either abnormally high or low freezing behavior 24 h after training (≥1 SD from the mean of all mice tested) were selected for further analyses. Among these, one pedigree had five mice with extremely low freezing scores. These mice also showed reduced freezing behavior during training, suggesting a defect in learning (Fig. 1*D*). We therefore named the mutant mice *Clueless.* The *Clueless* line was maintained by intercrossing littermates with the lowest freezing behavior. Learning and memory deficits persisted in all subsequent generations (Fig. 1*E*).

### Defects in Learning and Memory in *Clueless* Mutants Map to a Mutation in *Kcnc3*.

To map the location of *Clueless* in the genome, we mated *Clueless* males (in B6J background) with WT C57BL/10J (B10J) females to produce F2 mapping mice (*Clue*B10B6F2) (Fig. 1*E* and *SI Appendix*, Fig. S1) for quantitative trait locus (QTL) analysis (36) using a single nucleotide polymorphism (SNP) panel between B6J and B10J (*SI Appendix*, Fig. S1 and Dataset S1). A genome scan revealed one significant QTL on chromosome 7 (log of odds [LOD] = 6.4) (Fig. 1*F*) that contributed to 10.8% of the total observed phenotypic variance (genetic, environment, and error) and 95.8% of the genetic variance (*SI Appendix*, Fig. S1). The LOD support interval was estimated to be ∼16 cM, between rs31221380 and rs32060039, with rs13479233 being the closest SNP to the peak of the QTL (Fig. 1*G*). Furthermore, the effect plot of rs13479233 showed that mice with a B6J genotype had low freezing behavior, whereas those with a B10J genotype had high freezing behavior (Fig. 1*H*). Although WT B10J mice had higher freezing scores compared with WT B6J mice, a genome scan failed to reveal any significant QTLs in this control cross for genetic background (*SI Appendix*, Fig. S2), suggesting that there were no background QTLs from B10J masking the *Clueless* trait.

To identify the causative mutation, we conducted whole-exome sequencing and found a single nonsynonymous-coding SNP within the LOD support interval. The SNP (G > T, chr7:44,595,588, mm10) was located in the second exon of *Kcnc3*, resulting in a missense mutation from glycine to valine (KCNC3 G434V) (Dataset S2). The G > T transition was further confirmed by Sanger sequencing (Fig. 1*I*). We then used allele-specific PCR to genotype all *Clue*B10B6F2 mice and found that homozygous *Clueless* mutants of both sexes showed 46% less freezing behavior (1 SD) compared with their WT littermates (Fig. 1*J* and *SI Appendix*, Fig. S3). Together, these data suggested that the G > T transition was likely the causative mutation in *Clueless* mice.

### *Clueless* Mutants Have Defects Specifically in Spatial Learning Tasks.

To further analyze the learning deficit in *Clueless* mutants, we used an extended FCT protocol (Fig. 2*A*) to examine contextual and cued memory acquisition or learning (5 min after training), short-term memory (1 h after training), as well as long-term memory (24 h after training). As expected, *Clueless* mutants showed reduced freezing behavior during training (Fig. 2 *B* and *C*) as well as defects in both short-term memory (Fig. 2*D*) and long-term memory (Fig. 2*E*). The learning deficit was also present in female mice as well as in older male mice (*SI Appendix*, Fig. S4).

**Fig. 2.**
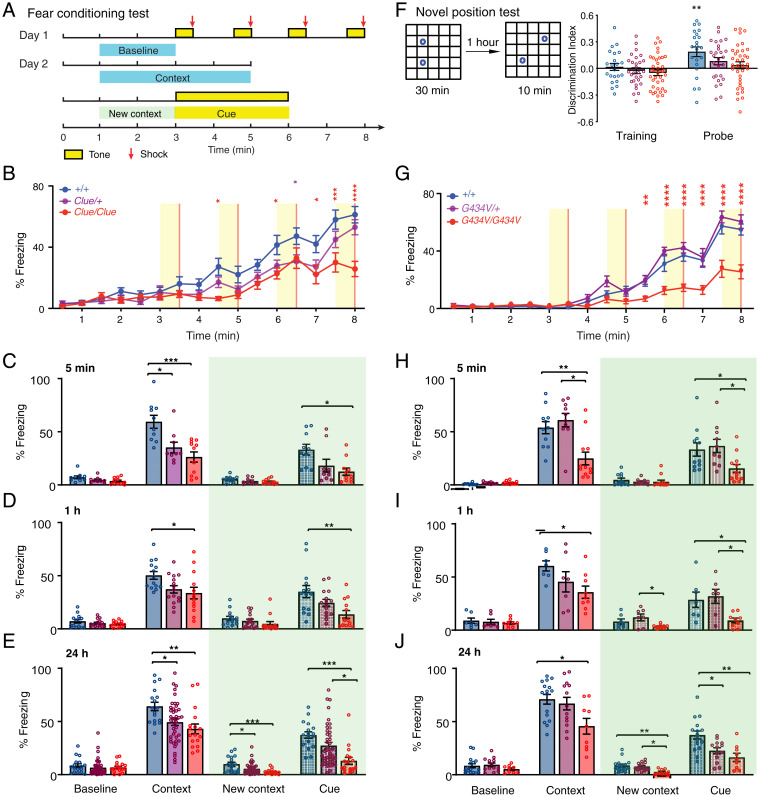
Spatial-learning deficits in *Clueless* (*Clue*) mice are specific and due to the G434V mutation. (*A*) Schematic of the fear-conditioning test. (*B*) Percent freezing time during training, ^+/+^ (*n* = 18), *Clue*/+ (*n* = 20), *Clue/Clue* (*n* = 16). Data are reported as mean ± SEM. ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05. Two-way repeated measures ANOVA results: genotype × time interaction, *F*_30,765_ = 3.305, ****P < 0.0001; time effect, *F*_15,765_ = 65.63, ****P < 0.0001; genotype effect, *F*_2,51_ = 6.769, **P = 0.0025, adjusted with Tukey’s post hoc test. (*C*) Percent freezing time tested 5 min after training: ^+/+^, *n* = 10; *Clue*/+, *n* = 9; *Clue/Clue*, *n* = 11. ***P < 0.001, *P < 0.05. Results of one-way ANOVA adjusted with Tukey’s post hoc test: contextual % freezing, *F*_2,27_ = 10.66, *P* = 0.0004; cued % freezing, *F*_2,27_ = 5.086, *P* = 0.0133; baseline % freezing, *F*_2,27_ = 2.974, *P* = 0.0680; changed context baseline % freezing, *F*_2,27_ = 2.103, *P* = 0.1416. (*D*) Percent freezing time tested 1 h after training: ^+/+^, *n* = 14; *Clue*/+, *n* = 15; *Clue/Clue*, *n* = 13. **P < 0.01, *P < 0.05, one-way ANOVA adjusted with Tukey’s post hoc test. Contextual % freezing, *F*_2,39_ = 4.313, *P* = 0.0203; cued % freezing, *F*_2,39_ = 5.81, *P* = 0.0062; baseline % freezing, *F*_2,39_ = 1.257, *P* = 0.2957; changed context baseline % freezing, *F*_2,39_ = 1.695, *P* = 0.1968. (*E*) Percent freezing time tested 24 h after training: ^+/+^, *n* = 17; *Clue*/+, *n* = 43; *Clue/Clue*, *n* = 17. ***P < 0.001, **P < 0.01, *P < 0.05, one-way ANOVA adjusted with Tukey’s post hoc test. Contextual % freezing, *F*_2,74_ = 5.803, *P* = 0.0046; cued % freezing, *F*_2,74_ = 8.779, *P* = 0.0004; baseline % freezing, *F*_2,74_ = 0.5131, *P* = 0.6008; changed context baseline % freezing, *F*_2,74_ = 8.192, *P* = 0.0006. (*F*) Schematic for a novel position test. Mice were trained in the arena with two identical objects for 30 min. ^+/+^, *n* = 22; *Clue*/+, *n* = 28; *Clue/Clue*, *n* = 36. One-sample *t* test, two tailed, ^+/+^, *P* = 0.6617; *Clue*/+, *P* = 0.4473; *Clue/Clue*, *P* = 0.147. One hour later, one object was moved to a new location and the exploratory behavior to the objects was analyzed for 10 min. One-sample *t* test, two tailed, ^+/+^, **P = 0.0025; *Clue*/+, *P* = 0.054; *Clue/Clue*, *P* = 0.3706. (*G–J*) Data from CRISPR-Cas9 engineered *Kcnc3_*mutant line *L53*; (*G*) percentage of freezing time during training. ^+/+^, *n* = 14; *Kcnc3^G434V^*^/+^, *n* = 13; *Kcnc3^G434V/G434V^*, *n* = 14. Two-way repeated measures ANOVA results: genotype × time interaction, *F*_30,570_ = 7.901, ****P < 0.0001; time effect, *F*_15,570_ = 120.3, ****P < 0.0001; genotype effect, *F*_2,38_ = 27.01, ****P < 0.0001, adjusted with Tukey’s post hoc test. (*H*) Percentage of freezing time 5 min after training; ^+/+^, *n* = 11; *Kcnc3^G434V^*^/+^, *n* = 10; *Kcnc3^G434V/G434V^*, *n* = 12. ***P < 0.0001, * *P* < 0.05. Results of one-way ANOVA, adjusted with Tukey’s post hoc test: contextual % freezing, *F*_2,30_ = 10.44, ***P = 0.0004; cued % freezing, *F*_2,30_ = 5.078, *P = 0.0126; baseline % freezing, *F*_2,30_ = 3.14, *P* = 0.0578; changed context baseline % freezing, *F*_2,30_ = 0.5018, *P* = 0.6104. (*I*) Percent freezing time tested 1 h after training; ^+/+^, *n* = 7; *Kcnc3^G434V^*^/+^, *n* = 7; *Kcnc3^G434V/G434V^*, *n* = 9. *P < 0.05. Results of one-way ANOVA, adjusted with Tukey’s post hoc test: contextual % freezing, *F*_2,20_ = 3.547, *P = 0.0480; cued % freezing, *F*_2,20_ = 5.522, *P = 0.0123; baseline % freezing, *F*_2,20_ = 0.3523, *P* = 0.7073; changed context baseline % freezing, *F*_2,20_ = 4.009, *P = 0.0343. (*J*) Percent freezing time tested 24 h after training; ^+/+^, *n* = 16; *Kcnc3^G434V^*^/+^, *n* = 13; *Kcnc3^G434V/G434V^*, *n* = 9. *P < 0.05. Results of one-way ANOVA, adjusted with Tukey’s post hoc test: contextual % freezing, *F*_2,35_ = 4.816, *P = 0.0142; cued % freezing, *F*_2,35_ = 8.823, ***P = 0.0008; baseline % freezing, *F*_2,35_ = 1.085, *P* = 0.3491; changed context baseline % freezing, *F*_2,35_ = 5.318, **P = 0.0096. Data are reported as mean ± SEM.

Since the expression of fear conditioning behavior depends on the integration of multiple sensory systems, we measured sensory parameters, such as foot-shock sensitivity, odor habituation, and hearing, but found no differences between genotypes (*SI Appendix*, Fig. S5 *A–C*). As emotional status can impact behavior in learning tasks (37), we also verified that *Clueless* mice did not have increased anxiety-like behaviors in open field tests (*SI Appendix*, Fig. S5 *D–H*). However, when compared with WT littermates, homozygous *Clueless* mice weighed slightly less, showed less locomotor habituation, and had an increase in total distance traveled in the open field (*SI Appendix*, Fig. S5 *I–M*). *Clueless* mice also exhibited mild tremor, although we did not observe any evidence of gross motor defects.

To overcome the potential influence of these phenotypes on the scoring of freezing, we performed two additional learning and memory tests. In the Barnes circular maze, a test for spatial memory, *Clueless* mutants learned significantly slower than their littermate controls (*SI Appendix*, Fig. S5*N*), but both genotypes eventually located the escape hole, and memory retention was comparable between genotypes 7 d after training (*SI Appendix*, Fig. S5*O*). Since both fear conditioning and Barnes maze tests rely on the use of negative reinforcers, we also employed a novel position test that is driven by the innate curiosity of the mouse (38). We found that WT and *Clueless* mice spent similar amounts of time exploring two identical objects during the training session. However, 1 h after training, only WT mice showed a preference for the object placed at a new location (Fig. 2*F*). Along with our fear-conditioning results, these findings indicate that *Clueless* mice have a primary defect in spatial learning.

Finally, to confirm that the G434V variant was the causative allele, we also generated a *Kcnc3^G434V^* mouse with CRISPR/Cas9 genome editing. Using the same extended FCT protocol shown in Fig. 2*A*, we found that *Kcnc3^G434V^* mice derived from two independent founder lines (L50 and L53) exhibited similar deficits in fear conditioning and novel position tests as *Clueless* (Fig. 2 *G–J* and *SI Appendix*, Fig. S6), confirming that the G > T (chr7:44,595,588) transition is the causative mutation in *Clueless* mice.

### *Clueless* Mutants Have Altered Gene Expression in Response to Fear Conditioning.

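Stranded mRNA libraries were sequenced from the dorsal DG, dorsal CA, ventral DG and ventral CA of male WT and *Clueless* mice, either untrained (Ctl) or taken 1 h after training (FCT). This gives 16 groups of 4 replicates and 64 libraries of single-end reads. The sources used here number the replicates without saying that each is a separate mouse, so p-values measure the spread between these samples. The authors' deposited files hold raw counts of reads for 45141 genes, with no normalization. By the submitters' processing notes and the file headers, adapters were trimmed with cutadapt, reads were aligned to mm10 with STAR 2.5.3a, and uniquely mapped reads over the exons of each gene were counted with featureCounts 1.6.0 for reversely stranded libraries.
The total count per library in the dorsal DG ranged from 7961698 to 10681768 (median 8271808) in WT Ctl, from 7211479 to 9718023 (median 8588112) in WT FCT, from 7351331 to 8883691 (median 8680583) in *Clueless* Ctl and from 6278296 to 8867373 (median 7718075) in *Clueless* FCT. The ranges in the dorsal CA were 7573005 to 9746482 (median 8505988), 7808772 to 10027862 (median 8531786), 8392523 to 11105906 (median 9401879) and 6710417 to 9615150 (median 8545761) in the same order of groups. For the ventral DG they were 7206051 to 10610126 (median 7469266), 7336778 to 9393312 (median 8062584), 8549954 to 9720791 (median 8718856) and 7390264 to 9429574 (median 7929550). For the ventral CA they were 7144263 to 8577340 (median 7805499), 6651124 to 9552199 (median 7897182), 7273266 to 9120548 (median 7589828) and 6965096 to 9006185 (median 8111602).
Dataset S3 has no column for *Clueless* Ctl dorsal DG replicate 2, and the sources used here give no reason. The other 63 libraries were therefore used, and values with this library added are given where its group enters a result. Counts were scaled by TMM, and the 16442 genes kept by edgeR's filter on low counts were tested with its quasi-likelihood test in a fit of the 4 groups of a region, or of all WT libraries for comparisons between regions. A gene is called at a Benjamini-Hochberg adjusted p under 0.05. These choices, the gene lists and the rule for naming genes were made before the data were examined, and after the study's own tables had been read.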

In order to investigate the molecular basis for the altered fear-conditioning response, a separate cohort of mice (both WT and *Clueless*) underwent contextual FCT, and the dorsal and ventral parts of the dentate gyrus (DG) and cornu ammonis (CA) of the hippocampus were dissected for stranded messenger RNA sequencing (mRNA-seq). 

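In untrained WT mice, 6074 of the 16442 genes tested differed between the dorsal DG and the dorsal CA and 4490 between the ventral DG and the ventral CA. Between the dorsal and the ventral DG 1352 genes differed, and between the dorsal and the ventral CA 1473. After FCT these counts were 5812, 4559, 890 and 1476.
All 8 DG granule cell markers were higher in the DG than in the CA, dorsally and ventrally, with and without training (8 of 8 also when adjusted over the list alone). Without training their median log2 fold change was 2.86 dorsally (adjusted p = 0.000171 with an estimated correlation) and 3.50 ventrally (adjusted p = 7.79e-06 with an estimated correlation). Among them, *C1ql2*, a secreted synaptic protein, differed by 3.16 (standard error 0.29) and *Tdo2*, which encodes tryptophan 2,3-dioxygenase, by 2.96 (standard error 0.21) between the dorsal parts. *Pdyn*, the precursor of the dynorphin opioid peptides, was higher in the ventral DG than in the ventral CA by 3.98 (standard error 0.28). All 6 CA pyramidal cell markers were lower in the dorsal DG than in the dorsal CA, with a median of -3.28 (adjusted p = 1.2e-05 with an estimated correlation). Between the ventral parts 4 of them were lower and 1 was higher in the DG, with a median of -2.65 (adjusted p = 0.0002 with an estimated correlation), and *Fibcd1* differed by -4.05 (standard error 0.24). The transcription factor gene *Pou3f1* was lower in the DG by -4.51 (standard error 0.26) dorsally and by -4.91 (standard error 0.29) ventrally.
Along the other axis, all 5 ventral hippocampus markers were lower in the dorsal than in the ventral CA of untrained mice, with a median of -3.13 (adjusted p = 1.23e-08 with an estimated correlation). Of the same 5, 4 were lower in the dorsal than in the ventral DG, with a median of -2.54 (adjusted p = 2.37e-08 with an estimated correlation). *Grp*, the gastrin-releasing peptide, differed by -3.48 (standard error 0.15) in the DG and by -3.13 (standard error 0.15) in the CA. Of 5 dorsal hippocampus markers, 3 were higher in the dorsal CA, with a median of 0.81 (adjusted p = 0.0386 with an estimated correlation), and *Lct*, the lactase gene, differed by 3.58 (standard error 0.28). In the dorsal DG 3 of them were higher and 1 was lower than in the ventral DG (adjusted p = 0.184 with an estimated correlation). *Drd1*, the dopamine D1 receptor gene, was higher in the dorsal DG by 2.32 (standard error 0.21). In untrained mice the counts adjusted over the list alone were the same for the ventral markers and for the CA pyramidal cell markers.
Markers of other cell types moved with these regions. All 10 oligodendrocyte markers were lower in the DG than in the CA of untrained mice, with a median of -2.59 dorsally, and all 10 were higher in the dorsal than in the ventral CA, with a median of 0.92 (adjusted p = 0.00307 with an estimated correlation). Of 8 GABAergic interneuron markers, 7 were lower in the dorsal DG than in the dorsal CA (median -1.64, adjusted p = 0.059 with an estimated correlation). Of 7 meningeal fibroblast markers, 6 were higher in the dorsal DG than in the dorsal CA of untrained mice (median 2.11, adjusted p = 0.433 with an estimated correlation). The 8 granule cell markers were also all higher in the dorsal than in the ventral CA (median 0.98, adjusted p = 0.0151 with an estimated correlation). After FCT, 7 of 10 choroid plexus markers were higher in the dorsal than in the ventral CA (median 3.92, adjusted p = 0.672 with an estimated correlation), and WT FCT dorsal CA replicate 4 stood apart from the other 3 libraries of its group in these genes.
With only the compared groups in the fit, 535 genes without training and 527 after FCT differed between the dorsal and the ventral DG. With a correction for GC content and gene length, chosen after seeing the data, the counts for this comparison were 2038 and 1440. With the replicate number as a block within each treatment, also chosen after seeing the data, they were 2369 and 1679, and between the dorsal and the ventral CA 2378 and 2296.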

Genome-wide gene expression analysis showed clear expression differences across the four parts of the hippocampus of WT mice, with and without fear conditioning (*SI Appendix*, Fig. S7*A*). Interestingly, *Kcnc3* expression varied across the hippocampal region. *Kcnc3* was more highly expressed in the dorsal hippocampus than the ventral hippocampus (*SI Appendix*, Fig. S7*B*) and in the DG than the CA of WT mice. 

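In untrained WT mice, *Kcnc3*, which encodes the voltage-gated K+ channel subunit Kv3.3, stood at 333 ± 58.5 normalized CPM (counts scaled to library size over the WT libraries; SD, n = 4 libraries) in the dorsal DG, 264 ± 84.3 in the ventral DG, 218 ± 43.3 in the dorsal CA and 185 ± 44.1 in the ventral CA. After FCT the means were 360 ± 65.4, 235 ± 66.3, 214 ± 45.9 and 164 ± 28.8 in the same order. Between the dorsal DG and the dorsal CA, *Kcnc3* differed by a log2 fold change of 0.61 (standard error 0.23, adjusted p = 0.0343 from edgeR) in untrained mice and 0.75 (adjusted p = 0.0109) after FCT. Between the ventral DG and the ventral CA it was 0.51 (adjusted p = 0.0950) and 0.52 (adjusted p = 0.0906), which did not pass the test. Between the dorsal and the ventral DG the values were 0.33 (adjusted p = 0.460) and 0.61 (adjusted p = 0.131), and between the dorsal and the ventral CA 0.23 (adjusted p = 0.683) and 0.39 (adjusted p = 0.394).
Libraries of the same replicate number mostly deviated together between regions of WT (27 of 32 pairs correlated over 0.1), a link that the tests above leave out. With the number as a block, set in advance, the ventral DG was above the ventral CA by 0.50 (adjusted p = 0.0339) in untrained mice and by 0.50 (adjusted p = 0.0341) after FCT. So was the dorsal DG above the ventral DG after FCT, by 0.62 (adjusted p = 0.0322). With a block within each treatment, chosen after seeing the data, the adjusted p for these was 0.000282, 0.000234 and 4.27e-05. It was 0.00813 for the dorsal against the ventral DG in untrained mice and 0.00832 for the dorsal against the ventral CA after FCT. Over all settings but leaving out 1 library, the adjusted p for the ventral DG against the ventral CA ran from 7.16e-06 to 0.231 and from 6.8e-08 to 0.215. For the dorsal against the ventral DG it ran from 0.00234 to 0.670 and from 4.27e-05 to 0.323. For the dorsal against the ventral CA it ran from 0.0712 to 0.749 and from 0.00832 to 0.636.
Averaged over the dorsal and ventral parts, *Kcnc3* was higher in the DG than in the CA by 0.56 (adjusted p = 0.00479) in untrained mice and by 0.63 (adjusted p = 0.00174) after FCT. Averaged over the DG and the CA, it was higher dorsally by 0.50 (adjusted p = 0.0378) after FCT, while the untrained mice gave 0.28 (standard error 0.16, adjusted p = 0.283), or 0.31 (adjusted p = 0.00135) with the block within each treatment. These averages were chosen after seeing the data. In each of the 8 comparisons the difference had the same sign in all 4 pairs of libraries with the same replicate number. Exact permutation tests of the log2 CPM gave p = 0.0286 for the dorsal DG against the dorsal CA after FCT, the smallest p that 4 libraries against 4 allow (two-sided), and p from 0.0571 to 0.371 for the other comparisons. Without the filter on low counts, the difference between the dorsal DG and the dorsal CA of untrained mice had an adjusted p of 0.0996 and the dorsal average after FCT one of 0.110. The first of these calls also ended when any of 6 of its 8 libraries was left out (adjusted p up to 0.116), and the second for 6 of 16 (adjusted p up to 0.101). With the correction for GC content and gene length, the dorsal DG was above the ventral DG by 0.48 (adjusted p = 0.00282) in untrained mice and by 0.54 (adjusted p = 0.00118) after FCT.

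**Figure D1:**
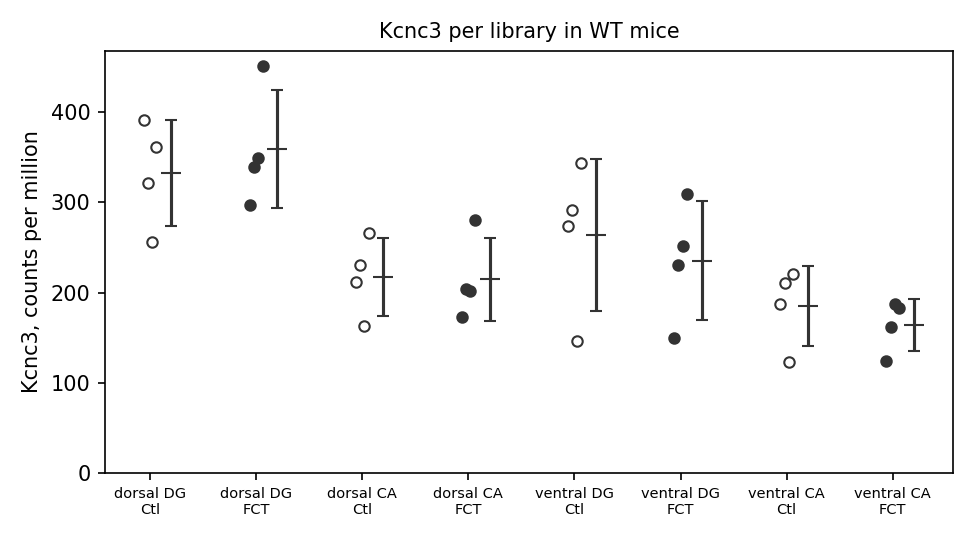
*Kcnc3* in WT mice, in CPM on the vertical axis, by region and treatment. Each point is 1 of 4 libraries of a group, and the bars are the mean ± SD. The means run from 164 in the ventral CA after FCT to 360 in the dorsal DG after FCT. The points of the dorsal DG lie above all points of the ventral CA in either treatment, and after FCT also above all points of the dorsal CA.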

Importantly, neither *Kcnc3* expression nor the expression of other K^+^ channels differed between WT and *Clueless* hippocampi (Dataset S3).

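In the dorsal DG of untrained mice, *Kcnc3* stood at 501 ± 14.5 CPM (SD, n = 3 libraries) in *Clueless* and at 342 ± 62.2 (SD, n = 4) in WT. These are scaled over the dorsal DG libraries, so the WT value differs from the one given above for the same libraries. The log2 fold change, *Clueless* minus WT, was 0.55 (standard error 0.21, adjusted p = 0.373 from edgeR), and it did not pass the test. The *Clueless* library that Dataset S3 leaves out stood at 273 CPM, and with it the group's mean was 444 ± 115 (SD, n = 4) and the log2 fold change 0.38 (adjusted p = 0.814). In these groups genotype went with the GC slope, the slope of log2 CPM on scaled GC content. This slope was 0.110 to 0.188 in the 3 *Clueless* libraries and -0.0634 to 0.0167 in the 4 WT libraries. In the left-out library it was -0.0590. In the dorsal CA, ventral DG and ventral CA of untrained mice the log2 fold changes of *Kcnc3* were 0.03, 0.13 and -0.13 (standard errors 0.18, 0.25 and 0.17), and after FCT those of the 4 regions lay between 0.03 in the ventral CA and 0.20 in the ventral DG. With the correction for GC content and gene length, chosen after seeing the data, the value for the untrained dorsal DG fell, as given below. Those for the untrained dorsal CA, the trained ventral DG and the trained ventral CA were then negative.
Of the 60 K+ channel genes of Dataset S3 that were tested, 0 differed between *Clueless* and WT in any of the 8 comparisons of a region and a treatment, by edgeR and also by DESeq2. At an unadjusted p under 0.05 there were 8 in the untrained dorsal DG, 5 in the untrained dorsal CA and 1 in each of the untrained ventral parts, and after FCT 2, 0, 3 and 1 in the dorsal DG, dorsal CA, ventral DG and ventral CA. Over all 16442 genes tested the numbers were 2100, 764, 431 and 226 in these regions of untrained mice, in the same order. After FCT they were 734, 310, 640 and 281. When adjusted over the list alone, 1 gene passed in the untrained dorsal CA and 0 in the other 7 comparisons. This gene was *Kcnj12*, an inward rectifier channel, at 0.92, named here after its value was seen. It did not pass by DESeq2, with the replicate block, with the correction for GC content and gene length, or when any 1 of the 8 libraries was left out. Other settings, listed below, gave more calls over the list alone. They arose in the untrained dorsal CA and dorsal DG without the filter, and in the untrained dorsal DG with only the compared groups in the fit. In the trained ventral DG they arose without the libraries whose counts rose with gene length. The list is the study's own.
Among other channel genes chosen in advance, *Kcnc1* and *Kcnc4*, further members of the Kv3 family, were at 0.24 (standard error 0.12, adjusted p = 0.393) and 0.41 (standard error 0.16, adjusted p = 0.373) in the untrained dorsal DG. *Kcnc2* was at -0.22 (standard error 0.60), *Kcnd2*, a channel of the A-type current, at -0.27 (standard error 0.13) and *Kcnh3* at 0.43 (standard error 0.21) there. Over the whole list the median log2 fold change lay between 0.01 and 0.08 in the 8 comparisons, and in the dorsal DG after FCT the mean, -0.02, had the other sign. After FCT in the ventral CA, 48 of the 60 genes were higher in *Clueless* with a median of 0.08, a shift that the set test camera called with its preset correlation (adjusted p = 0.0145) and not otherwise (adjusted p = 0.425 with an estimated correlation).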

In response to fear conditioning, there were fewer immediate early genes that were differentially expressed in *Clueless* mice as compared with WT mice (*SI Appendix*, Fig. S7*C*). This was particularly apparent in the dorsal DG, where *Kcnc3* expression was the highest. 

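Immediate early genes, which neurons transcribe soon after they are activated, rose in the CA after FCT. Of the 27 immediate early genes of Dataset S6 that were tested, 8 rose in the dorsal CA of WT mice and 1 rose in that of *Clueless* mice (19 and 12 when adjusted over the list alone). In the ventral CA 8 rose in each genotype (19 and 18 when adjusted over the list alone). In the ventral DG edgeR called 0 in either genotype, while 11 in WT and 12 in *Clueless* had an unadjusted p under 0.05, DESeq2 called 4 and 2, and 10 and 9 passed when adjusted over the list alone, all upward except *Myc* in WT at -0.55. The 2 counts over the list alone moved by more than 1.5 times without some single libraries, as listed below.
In the dorsal CA, *Egr2*, a transcription factor of the early growth response family, rose by a log2 fold change of 3.35 (standard error 0.42, adjusted p = 0.0012) in WT and by 2.93 (standard error 0.45, adjusted p = 0.0232) in *Clueless*. *Fos*, a subunit of the AP-1 transcription factor, rose by 2.79 (standard error 0.37, adjusted p = 0.00556) in WT and stood at 2.21 (standard error 0.37, adjusted p = 0.0716) in *Clueless*. *Arc*, which acts at synapses, rose by 1.77 (standard error 0.22, adjusted p = 0.00302) in WT and stood at 1.17 (standard error 0.22, adjusted p = 0.0904) in *Clueless*. *Junb* rose by 1.31 (standard error 0.16) in WT and stood at 0.80 (standard error 0.16, adjusted p = 0.0788) in *Clueless*. In the ventral CA, *Fos* rose by 2.92 (standard error 0.20) in WT and 3.29 (standard error 0.22) in *Clueless*, and *Arc* by 1.54 and 1.76 (standard error 0.20 in each).
The difference between the genotypes was tested as an interaction of genotype and training. By edgeR, 0 genes had such an interaction in any region, and DESeq2 called 1 gene in the dorsal CA and 0 elsewhere. At an unadjusted p under 0.05 edgeR gave 1132 in the dorsal DG, 552 in the dorsal CA, 668 in the ventral DG and 221 in the ventral CA. Outside the dorsal DG these are below a share of 0.05 of the 16442 genes tested, the share that chance gives. The test can thus be strict there, and 0 calls do not show that no gene differed. Without the filter on low counts, edgeR called genes in the dorsal CA and the ventral CA. It also called genes in the ventral DG without the libraries whose counts rose with gene length and with the correction, both chosen after seeing the data. These counts are listed below. The mean log2 CPM over the list rose in the dorsal CA by 0.79 in WT and by 0.49 in *Clueless* (p = 0.0286 each, exact permutation test, the smallest p that 4 libraries against 4 allow). The interaction of this score was -0.31 (p = 0.120, exact permutation of the genotype labels within each treatment, two-sided), and without 1 library it ran from -0.42 (p = 0.0498) to -0.23 (p = 0.230). In the ventral CA the score rose by 0.74 in both genotypes, with an interaction of 0.0024 (p = 0.989, same exact test). In the ventral DG it rose by 0.42 in *Clueless* (p = 0.0286, exact permutation test) and stood at 0.35 in WT (p = 0.0571), with an interaction of 0.06 (p = 0.734). Between the genotypes *Fosl2*, also an AP-1 subunit gene, was lower in trained *Clueless* in the dorsal CA over the list alone, at -0.45 (standard error 0.10, adjusted p = 0.00407), and did not pass over all genes (adjusted p = 1). It is named after its value was seen.
By camera with an estimated correlation, the list rose in the dorsal CA of WT (adjusted p = 0.000425) and the ventral CA of WT (adjusted p = 0.00016) and *Clueless* (adjusted p = 0.000104), while the dorsal CA of *Clueless* had an adjusted p of 0.0967 and the ventral DG of WT and *Clueless* 0.329 and 0.109. Logistic regression with gene length gave an odds ratio for a listed gene among the called genes of 969 in the dorsal CA of WT (95% interval 319 to 2945), 668 in that of *Clueless*, where 2 genes were called in all, and 754 and 970 in the ventral CA of WT and *Clueless*. In the dorsal CA of *Clueless*, DG granule cell markers had a median change of 0.43 after FCT (8 of 8 positive, adjusted p = 0.337 with an estimated correlation), and 9 of 10 choroid plexus markers were higher when adjusted over the list alone (median 3.83, adjusted p = 0.36 with an estimated correlation). The median in WT was 4.35, with 0 past the threshold over the list alone (adjusted p = 0.371 with an estimated correlation). Only part of the libraries carries the choroid plexus shifts. The mean log2 CPM of the choroid plexus markers was 4.74 and 5.40 in *Clueless* FCT replicates 2 and 3, -0.19 and 0.09 in replicates 1 and 4, and 5.18 in WT FCT replicate 4. The immediate early gene scores of these libraries were 4.78 and 4.70, 5.02 and 5.28, and 5.38. The counts in the dorsal CA of WT and *Clueless* were 11 and 5 by DESeq2, 10 and 4 without the filter on low counts and 12 and 0 with only the compared groups in the fit. They were 9 and 5 with the correction for GC content and gene length, chosen after seeing the data. Without 1 library they ran from 4 to 8 in WT and from 0 to 3 in *Clueless*.

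**Figure D2:**
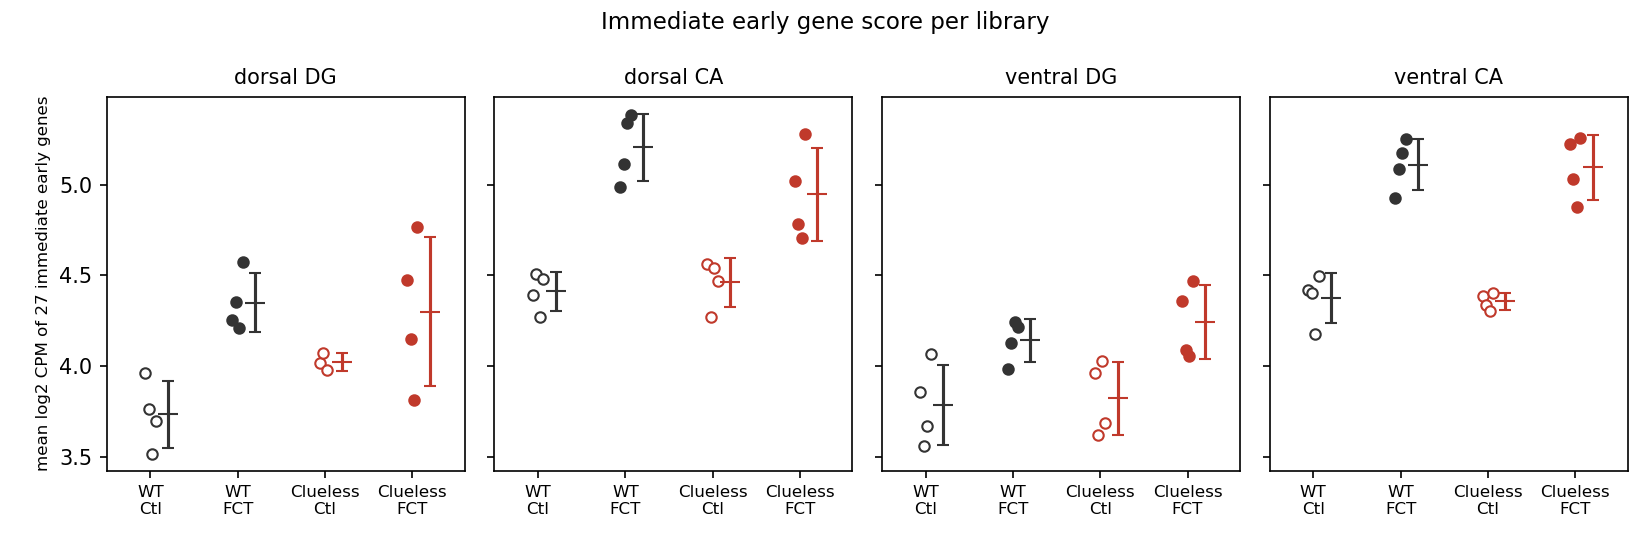
Mean log2 CPM of the 27 immediate early genes (vertical axis) in each library of the 4 regions, for WT and *Clueless* mice without training and after FCT. Points are libraries and bars the mean ± SD of a group. In the ventral CA the trained groups of both genotypes lie 0.74 above their untrained groups, and in the dorsal DG the trained *Clueless* libraries spread with an SD of 0.41.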

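In the dorsal DG, edgeR called 0 of the 27 immediate early genes after FCT in either genotype, and DESeq2 called 1 in WT and 0 in *Clueless*. At an unadjusted p under 0.05 there were 14 in WT and 7 in *Clueless*, and 12 in WT and 5 in *Clueless* passed when adjusted over the list alone, all of them upward. Without 1 library these ran from 9 to 13 in WT and from 0 to 7 in *Clueless*. Without 12 libraries whose counts rose with gene length, described below, and with a correction for GC content and gene length, both chosen after seeing the data, they were 14 and 13, and over all genes 0 and 5. *Egr2* was at 2.18 (standard error 0.54) in WT and 2.19 (standard error 0.60) in *Clueless*, and *Fosb*, another AP-1 subunit, at 1.36 (standard error 0.30) and 1.05 (standard error 0.32). *Egr1* was at 0.93 (standard error 0.23) in WT and 0.47 (standard error 0.25) in *Clueless*, and the nuclear receptor gene *Nr4a1* at 1.20 (standard error 0.35) and 0.50 (standard error 0.37). The reverse order was seen for *Homer1*, which encodes a postsynaptic scaffold protein, at 0.04 (standard error 0.15) in WT and 0.57 (standard error 0.16) in *Clueless*. These genes were named after their values were seen.
The list score was 3.74 ± 0.18 (SD, n = 4 libraries) in untrained WT, 4.35 ± 0.16 (n = 4) in trained WT, 4.02 ± 0.05 (n = 3) in untrained *Clueless* and 4.30 ± 0.41 (n = 4) in trained *Clueless*. It rose by 0.61 in WT (p = 0.0286, exact permutation test) and stood 0.28 higher in *Clueless* (p = 0.343, exact permutation test). The interaction was -0.34 (p = 0.203 over 2450 arrangements, exact permutation test, two-sided), and leaving out 1 library gave from -0.49 (p = 0.0400, same exact test) without *Clueless* FCT replicate 4 to -0.17 (p = 0.461, same exact test) without *Clueless* FCT replicate 3. Untrained *Clueless* libraries were 0.29 above untrained WT libraries (p = 0.0571, exact permutation test), and trained ones differed by -0.05 (p = 0.857, exact permutation test). The untrained *Clueless* libraries also had higher GC slopes than the untrained WT libraries, as given above with *Kcnc3*, which limits the comparison of genotypes there. Of the list, *Egr3* at 0.78 (standard error 0.21) and *Jund* at 0.62 (standard error 0.17) passed over the list alone as higher in untrained *Clueless* (adjusted p = 0.0193 each). They did not pass over all genes (adjusted p = 0.373 each) and are named after their values were seen. The left-out *Clueless* Ctl library had a score of 3.53, and with it the change in *Clueless* was 0.40 (p = 0.200, exact permutation test) and the interaction -0.21 (p = 0.428, exact permutation test). The interaction in the dorsal DG less the mean of those in the other 3 regions was -0.23 (p = 0.403, permutation test with 100000 resamples). This test permuted the labels in each region and treatment apart. Libraries of the same replicate number deviated together between regions, a link that its p ignores. By camera with an estimated correlation the list rose in WT (adjusted p = 0.0259) and not in *Clueless* (adjusted p = 0.729), and its interaction had an adjusted p of 0.768.
Over all genes, edgeR called 0 after FCT in the dorsal DG of WT and 1 in that of *Clueless*, with 477 and 2935 at an unadjusted p under 0.05, and DESeq2 called 5 and 102. The 477 in WT are below a share of 0.05 of the 16442 genes tested, so 0 calls there do not show that no gene changed. The 1 gene was *Pear1*, a receptor best known from platelets and endothelium, which fell by 1.55 on the log2 scale (standard error 0.24, adjusted p = 0.0469) and did not pass when the left-out library was added (adjusted p = 0.130) or when any 1 of the 7 libraries was left out (adjusted p from 0.0533 to 0.281). It also did not pass with RLE normalization (adjusted p = 0.0533) or the replicate block (adjusted p = 0.0582). It passed without the filter on low counts, by DESeq2 and with only the compared groups in the fit, and over all settings but leaving out 1 library its adjusted p was at most 0.130. Endothelial cell markers had a median change of -0.40 there (4 of 8 lower when adjusted over the list alone, adjusted p = 0.424 with an estimated correlation). Meningeal fibroblast markers had a median change of -1.25 in the dorsal DG of *Clueless* after FCT (4 of 7 lower when adjusted over the list alone, adjusted p = 0.414 with an estimated correlation), and microglia markers one of -0.27 (2 of 8 lower, adjusted p = 0.22 with an estimated correlation). In 12 libraries, those of WT Ctl replicate 3, *Clueless* Ctl replicate 2 and *Clueless* FCT replicate 3 in all 4 regions, counts rose with gene length relative to the other libraries. Without these the interaction of the score was -0.10, and with the correction for GC content and gene length as well it was 0.04 (p = 0.769, exact permutation test), both chosen after seeing the data.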

DG granule cells play an essential role in spatial learning and memory (12, 39), thus altered KCNC3 function in this region could impact the molecular response to fear conditioning. *Npas4* is a neuronal, activity-dependent, immediate early gene and induces the expression of learning- and memory-regulated genes in the hippocampus (40). *Npas4* knockdown has also been shown to inhibit fear memory (41). Interestingly, there were also fewer *Npas4* target genes in *Clueless* mice that changed expression after FCT training as compared with WT mice (*SI Appendix*, Fig. S7*C*), suggesting that the *Kcnc3* mutation causes learning deficits, at least in part by reducing the activity of *Npas4* in response to fear conditioning.

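After FCT, 4 of the 66 tested *Npas4* target genes of Dataset S6 rose in the dorsal CA of WT mice and 0 in that of *Clueless* mice. The 4 were *Junb*, *Fos*, *Fosl2* and *Fosb*, all AP-1 subunits that are also on the immediate early gene list, which holds 11 of the 66. In the ventral CA 4 rose in each genotype: *Fos*, *Fosb*, *Junb* and *Ccn1*, a secreted matrix protein listed under its former name *Cyr61*. *Ccn1* rose by a log2 fold change of 2.37 (standard error 0.18) in WT and 1.83 (standard error 0.18) in *Clueless*. In the DG edgeR called 0 in either genotype and part, and DESeq2 called 1 in the dorsal DG of WT, 0 in that of *Clueless* and 1 in the ventral DG of each.
When adjusted over the list alone, 5 rose in the dorsal DG of WT and 0 in that of *Clueless*, 10 and 4 in the dorsal CA, 1 and 3 in the ventral DG, and 11 and 9 in the ventral CA. The order in the dorsal DG was not stable. Without 1 library each of these counts ran from 0 to 4. By DESeq2 and without the filter on low counts *Clueless* had 3. Without the libraries whose counts rose with gene length, chosen after seeing the data, the counts were 3 and 4. With the correction for GC content and gene length as well they were 5 and 5. The order in the ventral DG was not stable either: it turned with the replicate block, and both counts moved without some single libraries, as listed below. At an unadjusted p under 0.05 the numbers in WT and *Clueless* were 8 and 17 in the dorsal DG, 13 and 18 in the dorsal CA, 7 and 11 in the ventral DG, and 15 and 10 in the ventral CA. Over all 16442 genes tested they were 477 and 2935, 459 and 2085, 1278 and 1104, and 1148 and 604 in the same order. In the dorsal DG and dorsal CA the numbers in *Clueless* therefore stand against a larger background. By DESeq2, 7 passed in the dorsal CA of WT and 3 in that of *Clueless* over all genes.
*Npas4* itself, an activity-dependent transcription factor, did not pass the test over all genes in any region. Over the immediate early gene list alone, which includes it, it rose in the dorsal CA (adjusted p = 0.0296) and the ventral CA (adjusted p = 0.0448) of WT and did not pass in those of *Clueless* (adjusted p = 0.212 and 0.192). Over the list of targets alone, which also includes it, it did not pass (adjusted p = 0.112 and 0.144 in WT). Its log2 fold change was 0.92 (standard error 0.35, adjusted p = 1) in the dorsal CA of WT and 0.49 (standard error 0.35, adjusted p = 0.551) in that of *Clueless*, and 0.94 (standard error 0.40) and 0.58 (standard error 0.39) in the ventral CA. In the dorsal DG it was 0.50 (standard error 0.39) and 0.34 (standard error 0.42), and in the ventral DG 0.19 and 0.08. The interaction of genotype and training for *Npas4* was -0.43 (standard error 0.49, unadjusted p = 0.395 from edgeR) in the dorsal CA. In the ventral CA it was -0.35 (standard error 0.55, unadjusted p = 0.534 from edgeR), and in the dorsal and ventral DG -0.16 and -0.10. A difference between the genotypes was thus not shown for this gene.
The mean log2 CPM of the targets rose by 0.19 in the dorsal CA of both genotypes and by 0.26 in WT and 0.23 in *Clueless* in the ventral CA (p = 0.0286 each, exact permutation test). In the ventral DG it rose by 0.19 in *Clueless* (p = 0.0286, exact permutation test) and stood at 0.07 in WT (p = 0.457, exact permutation test). The changes in the dorsal DG were 0.12 in WT (p = 0.143, exact permutation test) and 0.10 in *Clueless* (p = 0.286, exact permutation test). Its interaction of genotype and training was -0.014 in the dorsal DG (p = 0.893, exact permutation test, two-sided), -0.0042 in the dorsal CA (p = 0.912), 0.12 in the ventral DG (p = 0.312) and -0.031 in the ventral CA (p = 0.404). With the left-out library the value for the dorsal DG was -0.02 (p = 0.838, exact permutation test), and that library's own score was 3.89. By camera the targets rose in the dorsal CA of WT (adjusted p = 0.00284 with an estimated correlation) and of *Clueless* (adjusted p = 0.0464 with an estimated correlation). In the dorsal DG these were 0.339 and 0.424. With an estimated correlation camera called the targets in 2 of 4 regions in each genotype, and not in the ventral DG. With its preset correlation it called them in all 4. The median interaction over the targets in the dorsal DG was 0.079, while their mean was -0.0064. Among the called genes, the odds ratio of a target, with gene length in the regression, was 111 in the dorsal CA of WT (95% interval 33.2 to 368), 100 in the ventral CA of WT and 120 in that of *Clueless*. From the smaller number of *Npas4* target genes that changed in *Clueless* mice, the paper proposes that the *Kcnc3* mutation impairs learning in part through a weaker *Npas4* response to training.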

### The *Clueless* Mutation, *Kcnc3^G434V^*, Impairs Potassium Conductance In Vitro.

Quantitative real-time PCR analysis confirmed mRNA for *Kcnc3* in multiple brain regions of WT mice, including the hippocampus (Fig. 3*A*). Moreover, Western blots using an antibody against the C terminus of KCNC3 (KCNC3 691–708) found similar levels of KCNC3 protein in the hippocampus of both WT and *Clueless* mice but not in offspring of another independent, gene-edited founder mouse (*Kcnc3^1-465^*) that produced a C-terminal truncated protein (Fig. 3*B* and *SI Appendix*, Fig. S8). These findings were supported by a protein stability assay showing that both KCNC3 and KCNC3 (G434V) have similar half-lives (T_1/2_) in transfected Chinese hamster ovary (CHO) cells (*Kcnc3* T_1/2_ = 1.9 h; *Kcnc3^G434V^* T_1/2_ = 2.3 h) (*SI Appendix*, Fig. S8), suggesting that the *Clueless* mutation does not alter the expression or the stability of KCNC3 protein. Finally, immunohistochemical analysis revealed that KCNC3 and KCNC3 (G434V) are highly enriched in hippocampal mossy fibers (MFs) in both WT and *Clueless* mice (Fig. 3 *C* and *D*).

**Fig. 3.**
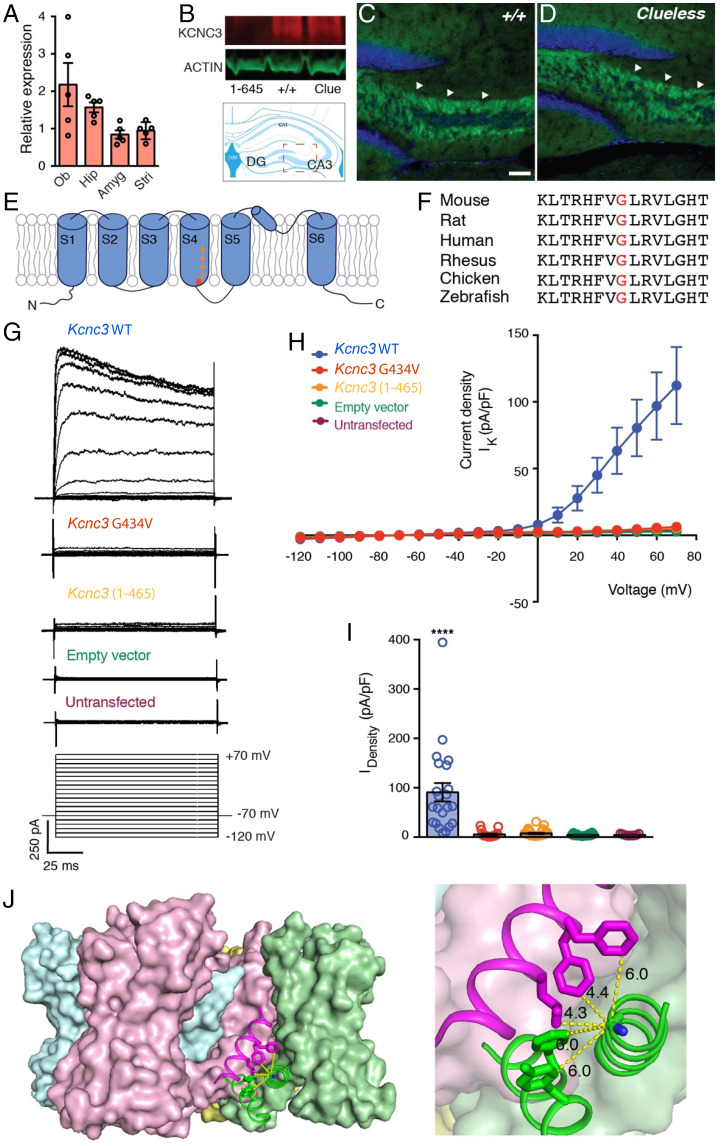
Functional characterization of KCNC3^G434V^ protein. (*A*) *Kcnc3* mRNA levels in olfactory bulb (Ob), hippocampus (Hip), amygdala (Amyg), and striatum (Stri) of 8-wk-old WT B6J mice (*n* = 5). (*B*) Western blot analysis of KCNC3 protein (red; ∼110 kDa) in hippocampus of *Kcnc3^(1-465)^*, *WT*, and *Clueless* (*Clue*) mutants. β-actin (shown in green; ∼45 kDa) was used as loading control. (*C* and *D*), Immunohistochemical analysis of KCNC3 (green) in hippocampus (arrow head, MFs) of both (*C*) WT and (*D*) *Clueless* mutants. Blue, nuclei staining by TOPRO3. Scale bars, 50 µm. (*E*) Schematic of α subunit of KCNC3 protein domains in lipid bilayers (G434; shown in red). (*F*) Alignment of partial KCNC3 protein sequences containing corresponding G434 (red) in multiple species. (*G*) Representative current traces of whole-cell voltage clamp recording of CHO cells transfected with either *Kcnc3^WT^*, *Kcnc3^G434V^*, *Kcnc3^(1-465)^*, or empty vectors. Cells were held at −70 mV and depolarized from −120 mV to 70 mV with 10-mV increments. (*H*) Current–voltage relationship plot of *Kcnc3^WT^* (blue; *n* = 17), *Kcnc3*^G434V^ (red; *n* = 13), *Kcnc3*^(1-465)^ (orange; *n* = 19), empty vector (green; *n* = 17) transfected CHO and untransfected CHO cells (purple; *n* = 9). (*I*) Current densities: *Kcnc3*, 90.90 ± 18.60 pA/pF; *Kcnc3*^G434V^, 5.41 ± 1.54 pA/pF; *Kcnc3*^(1-465)^, 7.62 ± 1.22 pA/pF; empty vector, 4.59 ± 0.46 pA/pF; untransfected CHO, 4.58 ± 0.55 pA/pF. Unpaired *t* test. ***P = 0.0001. (*J*) Side view of Kv1/2 hybrid tetramer cartoon model (four α subunits were shown in green, pink, blue, and yellow). (*Right*) Enlargement shows glycine is surrounded by hydrophobic amino acids from cis S6 and trans S5 domains. The X-ray crystallographic coordinates and structure factor data were obtained from the Protein Data Bank (accession no. 2R9R).

KCNC3 is an A-type, rapidly inactivating potassium channel that regulates action potential (AP) repolarization and is responsible for high-frequency firing in many neuron types (42–44). Each subunit of the KCNC3 tetramer consists of six transmembrane domains, of which S1 to S4 make up the voltage sensor domain and S5 and S6 form the pore. The G434 residue is located within a phylogenetically conserved region in S4 that is conserved across multiple species (Fig. 3 *E* and *F*). To investigate whether G434V alters membrane properties in vitro, we cotransfected CHO cells with full-length *Kcnc3^WT^*, mutant *Kcnc3^G434V^*, or truncated *Kcnc3^1-465^* constructs along with a green fluorescent protein (GFP) vector. Immunostaining showed that both KCNC3 and KCNC3 (G434V) were targeted to the cell surface of transfected cells (*SI Appendix*, Fig. S8).

Furthermore, voltage-clamp recordings of GFP-expressing cells showed an outwardly rectifying current in cells transfected with a *Kcnc3^WT^* construct (Fig. 3 *G* and *H*). Consistent with previous reports, recordings from 50% of cells transfected with the WT channel displayed inactivation currents (44). However, cells transfected with either *Kcnc3^G434V^* or *Kcnc3^1-465^* constructs manifested minimal outward currents (Fig. 3 *G* and *H*) with a significant reduction in current density (Fig. 3*I*). These findings are further supported by a structural model for voltage-gated potassium channels (45, 46). Based on the model, the corresponding glycine (G434) is surrounded by hydrophobic amino acids from both cis S6 and trans S5 domains. Replacing the glycine with a more hydrophobic valine could impair channel opening by increasing subunit interactions and the rigidity of this interface. This, in turn, could impair either channel gating or channel opening (Fig. 3*J* and *SI Appendix*, Fig. S8). Taken together, these results suggest that the *Kcnc3^G434V^* mutation impairs potassium conductance without altering KCNC3 protein expression.

### The *Clueless* Mutation Alters Firing Dynamics of Hippocampal Granule Cells.

Given the high expression of KCNC3 protein in MFs and *Kcnc3* mRNA expression in the DG (Fig. 3 *C* and *D* and *SI Appendix*, Fig. S7) and the role for DG granule cells in spatial learning and memory (12, 39), we conducted whole-cell recording of DG granule cells in mouse brain slices. We found that DG granule cells from *Clueless* mice exhibited decreased neuronal firing compared with from WT mice (Fig. 4 *A* and *B*), in agreement with the reported role of KCNC3 in AP firing frequency (47, 48). Analysis of the AP waveform (Fig. 4*C*) revealed no significant differences in AP threshold (Fig. 4*D*) or rise time (WT, 0.26 ± 0.01 ms; *Clueless*, 0.26 ± 0.01 ms); however, DG granule cells from *Clueless* mice had a larger AP amplitude and width (Fig. 4 *E* and *F*), a larger AP-positive area (Fig. 4*G*) as a result of a longer AP decay (Fig. 4*H*), and a smaller fast after-hyperpolarization (*f*AHP) (Fig. 4*I*). The measured *f*AHP is consistent with the function of fast-inactivating potassium channels in hippocampal MFs (49). Furthermore, we observed an increased paired-pulse facilitation in the *Clueless* MF–CA3 synapses (*SI Appendix*, Fig. S9), suggesting a lower probability of neurotransmitter release from presynaptic granule cells (50). This may be due, at least in part, to the regulatory role that KCNC3 plays in mediating vesicle endocytosis in hippocampal neurons (51). Together with our in vitro results, these data show that *Clueless* reduces the KCNC3 voltage-dependent potassium current leading to prolonged spike repolarization and reduced AP firing in hippocampal granule cells, likely reducing the probability of neurotransmitter release at the MF synapses of *Clueless* mice and leading to their spatial-learning deficits (48, 49).

**Fig. 4.**
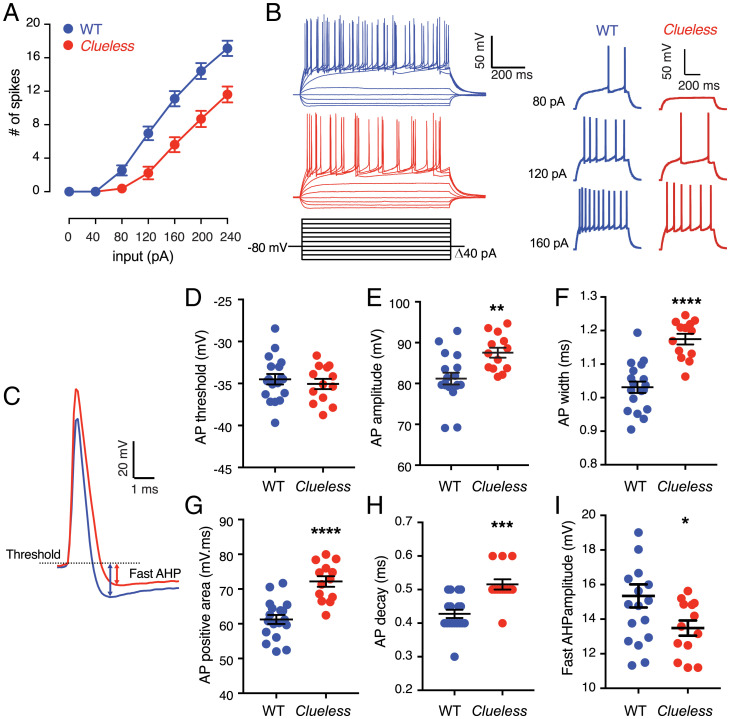
Characterization of intrinsic excitability of *Clueless* mutants in ex vivo adult hippocampal slices. (*A*) Granule cells from *Clueless* exhibit reduced AP firing. Two-way repeated measures ANOVA results for the following: genotype × input interaction, *F*_6,174_ =13.61, ****P < 0.0001; genotype effect, *F*_1,29_ =17.82, ***P = 0.0002. (*B*, *Left*) Superimposed sample traces from WT and *Clueless* dentate granule cells. (*B*, *Right*) Enlargements of sample traces at 80, 120, and 160 pA from WT and *Clueless* mice. (*C*) Superimposed sample traces of AP in granule cells in the hippocampal slices of 5- to 6-wk-old WT and *Clueless* mice. Granule cells from *Clueless* showed no change in (*D*) AP threshold but had (*E*) larger AP amplitude, (*F*) increased width, (*G*) larger AP-positive area, (*H*) longer decay time, and (*I*) smaller *f*AHP amplitude. WT (*n* = 18), *Clueless* (*n* = 13) from three mice per genotype. Unpaired Student’s *t* test. ****P < 0.0001; ***P < 0.001, **P < 0.01). Data are reported as mean ± SEM.

## Discussion

Our studies have uncovered a critical role for *Kcnc3* in spatial learning, as a missense mutation in this gene alters potassium currents through KCNC3 (K_v_3.3) channels. This leads to impairments in action-potential firing and the inhibition of *Npas4* target gene expression, ultimately reducing hippocampal-dependent learning and memory. Although the mutation (G434V) was initially discovered in an unbiased screen, the associated phenotypes were recapitulated in a genetically engineered *Kcnc3^G434V^* mutant, strongly suggesting that this specific mutation causes the learning and memory deficits.

 Previous studies on *Kcnc3* null mice noted only very mild gait phenotypes (52, 53). KCNC3 forms heterotetrametric complexes with other KCNC subunits to assemble into channels, and all four mammalian KCNC subunits are expressed in hippocampus (42, 54, 55). Therefore, knockout models may have been uninformative about the role of the KCNC3 channel in learning and memory, due to developmental compensation or functional redundancy. To address issues with redundancy, *Kcnc1*/*Kcnc3* double-null mice have been generated (52). While these mice have severe cerebellar motor defects and sleep abnormalities, they have no learning defects in an active avoidance task (52, 53, 56–58). However, it is possible that the type of learning phenotype that we describe could have been missed with the focus on cerebellar defects in the double-knockout mice. Taken together, it is clear that disruption of potassium channels can have pleiotropic effects, making full phenotypic characterization of null mutants a complex undertaking (59).

Similarly, transcriptomics approaches to find molecular markers for learning and memory have not indicated a specific role for *Kcnc3* (17, 19), even though *Kcnc3* gene expression increases in DG granule neurons after pentylenetetrazol activation (18). *Kcnc3* gene expression was also found to be altered in mice lacking another gene, *Adar3*, which is involved in RNA editing (60). Interestingly, although they also have other anxiety phenotypes, mice lacking functional *Adar3* have impaired responses in a fear-conditioning task (60), similar to our behavioral findings.

Our in vitro and electrophysiological data indicate that the KCNC3 (G434V) mutation reduces potassium currents generated by KCNC channels and influences neuronal excitability, thereby providing a cellular basis for the spatial-learning defects. Voltage-gated potassium channels play key roles in the electrical properties of neurons, and many of them are expressed in the hippocampus. However, only Kv4.2 (KCND2) and Kv12.2 (KCNH3) have been previously implicated in learning and memory (61–68).

In humans, mutations in *KCNC3* have been associated with spinocerebellar ataxia as well as hearing loss (69–71), including an early-onset form of spinocerebellar ataxia with severe intellectual disability (72). While our mouse mutants displayed a mild tremor, they had no gross motor or hearing deficits, suggesting that the G434V mutation did not alter these functions of the Kv3.3 channel. Nonetheless, it is unclear whether the learning phenotype in our mouse model is due to altered brain development or whether the mice would develop additional cerebellar phenotypes with age. It is also important to note that many of the human mutations tend to alter trafficking of the protein or increase potassium conductance (57), whereas the G434V mutation had no effect on protein expression.

In summary, our studies support the idea that forward genetics can serve as a powerful means to study complex behaviors such as learning and memory in mice. Mutations arising from forward genetic methods provide a complimentary strategy to reverse genetics, as they allow for the discovery of silencing mutations and hypomorphic alleles (73). Moreover, studies of *Clueless* and other ENU mutants have the potential to reveal novel regulators of learning and memory and new therapeutic targets for impairments of learning and memory.

## Materials and Methods

### Mutagenesis and Breeding Scheme to Produce Mutants.

WT C57BL/6J mice (stock no. 000664) were purchased from the Jackson Laboratory (Bar Harbor, ME). To induce mutations, 8- to 10-wk-old male C57BL/6J mice were intraperitoneally injected with 100 mg/kg ENU (Sigma N3385) once per week for three consecutive weeks (Fig. 1*A*) (34). Six weeks after injection, ENU-treated mice were mated with WT C57BL/6J females to produce G1 offspring. G1 males were bred with WT C57BL/6J females to produce G2 offspring. G2 females were backcrossed with their G1 sire to produce G3 progeny for both dominant and recessive phenotypic screening (34). Pedigrees that showed abnormal amount of freezing time in the contextual fear-conditioning test were maintained by intercrossing of offspring with extreme phenotypes. All ENU-mutagenized mice were generated at Northwestern University, following guidelines for animal care and use, and later were maintained at University of Texas (UT) Southwestern (UTSW) Medical Center in accordance with Institutional Animal Care and Use Committee (IACUC) guidelines. Mice were supplied with food and water ad libitum under a 12-h light:12-h dark cycle with controlled temperature and humidity. All experimental procedures were approved by the UTSW Medical Center IACUC.

### Genetic Mapping.

To control for the genetic background in mapping crosses, both WT and *Clueless* mutant F2 crosses were performed. For the WT control cross, WT C57BL/6J males were mated to C57BL/10J females (Jackson Laboratory, stock no.000665) to produce F1 (WTB10B6F1) mice, and F1 mice were further intercrossed to produce control WT F2 mapping mice (WTB10B6F2). A total of 264 WTB10B6F2 mice were involved in QTL mapping. To map mutants, *Clueless* males were mated to C57BL/10J females to produce F1 mice. F1 mice with low freezing scores were intercrossed to create F2 mice. Six F2 families (259 mice in total) with significant low freezing scores were used in genetic mapping. Genomic DNA from tails was prepared by phenol/chloroform/isoamyl alcohol extraction. Taqman probes for SNPs were designed by ABI (ThermoFisher, Foster City, CA) and tested on the BioMark HD Real-Time PCR System (Fluidigm, South Francisco, CA). All genotypes were performed on 96 × 96 genotyping plates, and SNP results were analyzed with Fluidigm SNP genotyping analysis software. The QTL analysis was performed with the R/QTL package (74). Interval mapping was performed using the scanone function with multiple imputation method (*n* = 1,000 imputations). The thresholds for LOD scores were determined with an empirical *P* value from 10,000 permutations.

### Exome Sequencing.

Sequencing was performed by the UTSW McDermott Center Next-Generation Sequencing Core, and data were analyzed by staff of the UTSW Bioinformatics Core Facility. In brief, exomes were captured with SureSelect Mouse All Exon Kit (Agilent, Santa Clara, CA), sequenced with ∼100× coverage, and variants were called with the Genome Analysis Toolkit (GATK) (75).

### Behavior Testing.

All behavioral experiments were completed during the light phase and mice were acclimated for 1 h before tests. Except for the G3 screening, at least two different cohorts of animals were tested for each behavior experiment. Behavioral scoring was performed without knowledge of genotypes. Method details for specific behavioral tests can be found in *SI Appendix*.

### *Production of Kcnc3^G434V^ mice by CRISPR/Cas9*.

Guide RNA was designed and synthesized by Sigma (5′-ACGCAGCCCCACGAAGTGACGG-3′). Donor oligonucleotide (200-nucleotide single-strand DNA) was designed by Sigma and synthesized by Integrated DNA Technologies. The donor DNA contains the G > T transition to create the *Clueless* mutation, C > T transition at 14 nt upstream of the *Clueless* mutation to block the PAM site and to create a Hinfl restriction site. The donor DNA contains a 92-nt homology arm at the 5′ end and a 93-nt homology arm at the 3′ end. C57BL/6J embryos were injected by staff at the UTSW Transgenic Core Facility, and founder mice were screened with Hinf1 (New England Biolabs, Ipswich, MA) digestion and Sanger sequencing with the primers described in the *Kcnc3^G434V^* mutation genotyping information. Positive founders were crossed with C57BL/6J mice to produce F1 offspring. Heterozygous F1 identified by Sanger sequencing were intercrossed to produce males for behavior tests. Two independent positive lines were kept (*Kcnc3_L50* and *Kcnc3_L53*). Another founder line that is missing one nucleotide around the *Clueless* mutation and leads to a stop codon nearby was also identified. This line produces a truncated KCNC3 protein (KCNC 1–465) which does not contain the intracellular C-terminal sequence.

### Stranded mRNA-Seq Library Preparation and Sequencing.

One hour after standard contextual fear-conditioning training, mice were euthanized by cervical dislocation and hippocampi were dissected on ice. Under the microscope, the dorsal and ventral parts of DG and CA were dissected in ice-cold RNAlater and then snap frozen in liquid nitrogen. The samples were stored at −80 °C. For each condition (i.e., WT with and without FCT; Clueless with and without FCT) there were four replicates. mRNAs were isolated using a Dynabead mRNA DIRECT Micro kit (Ambion) according to the manufacturer’s instructions. All mRNA samples were examined for quantity and quality by NanoDrop and Bioanalyzer 2100 (Agilent). Libraries were constructed following TruSeq Stranded mRNA Sample preparation guide (Illumina), and single-end 76mer sequencing was performed on a HiSEq. 2500 platform (Illumina) at the McDermott Sequencing Core at UTSW.

### Gene Set Enrichment.

Gene set enrichment analysis was performed using logistic regression accounting for gene length as a covariate (76). Heat maps were prepared showing odds ratio and false-discovery rate corrected *P* values for enrichment, if significant. For the gene set enrichment study, we curated a list of immediate early genes from the literature, as well as a list of putative NPAS4 target genes (40). As the background gene list of the gene set enrichment study, we used the 16,009 expressed genes in the hippocampus. Ensembl gene identifiers were converted to mouse genome informatics symbols using the *biomaRt* R package (77). The complete gene list used for the gene set enrichment is in Dataset S6. Additional details on data processing and differential gene expression analysis are provided in *SI Appendix*.

### Immunohistochemistry and Immunocytochemistry.

Eight-week-old male mice were anesthetized with 10 µL of Euthasol. When no reflex was observed, the mice were transcardially perfused with 0.1 M phosphate saline buffer (PBS; pH 7.4) and then 4% paraformaldehyde (PFA) in 0.1 M PBS (pH 7.4). The brains were postfixed in 4% PFA at 4 °C overnight and then cryoprotected in 30% sucrose in PBS. The brains were sectioned at 40 µm on a cryostat and processed with routine immunohistochemistry. In brief, the free-floating slices were rinsed with PBS twice and incubated with blocking buffer (10% donkey serum [Jackson ImmuneResearch], 0.3% Triton X-100 in PBS) for 1 h at room temperature to reduce nonspecific antibody binding and increase antibody penetration. The sections were then incubated with primary antibody (rabbit anti-KCNC3, 1:200; APC-102, Alomone Laboratories) in blocking buffer at 4 °C for overnight. The next day, the brain sections were washed with PBS three times and incubated with secondary antibody (donkey anti-rabbit Alexa 488, 1:1,000; ThermoFisher) in 10% donkey serum and PBS for 1 h. After three PBS washes, the sections were incubated with TO-PRO-3 Iodide (642/661) (1:100; ThermoFisher) in PBS for 1 h at room temperature. The sections were then rinsed with PBS and mounted with Prolong Gold Anti-Fade Reagent with DAPI on fluorescence-free glass slides (ThermoFisher). For immunocytochemistry, cells were fixed with 4% PFA in PBS for 10 min at room temperature and permeablized with 0.1% Triton X-100 in PBS for 10 min. Cells were then blocked with blocking buffer for 1 h and followed with the same procedure as immunohistochemistry.

### Western Blot.

Adult mouse brain tissues were homogenized using the FastPrep-24 beads system (MP Biomedicals) in 4 °C sucrose buffer (320 mM sucrose, 50 mM Tris⋅HCl, pH 7.4) with protease inhibitors (Sigma). After homogenization, 10× radioimmunoprecipitation assay buffer (RIPA) buffer (final concentration: 50 mM Tris⋅HCl, 150 mM NaCl, 5 mM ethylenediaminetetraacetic acid, 1% Triton, 1% sodium deoxycholate, 0.2% sodium dodecyl sulfate, pH 7.4) was added and the solution was rocked at 4 °C for 1 h. Then the samples were centrifuged at 12,000 × *g* for 10 min at 4 °C, and the supernatant was mixed with 6× sample buffer and incubated at 37 °C for 30 min. The proteins were separated on 7.5% sodium dodecyl sulfate–polyacrylamide gel electrophoresis gel and transferred to polyvinylidene difluoride (PVDF) membrane. Western blotting was performed according to standard protocols. In brief, the PVDF membrane was blocked with 5% nonfat dry milk in 0.1% triton in 0.1% triton in Tris-buffered saline (TBST) and then incubated with primary antibodies at 4 °C overnight (rabbit anti-KCNC3, 1:1,000, APC-102, Alomone Laboratories; β-actin mouse monoclonal antibody, 1:10,000, LI-COR, 926–42212). After wash with TBST, the PVDF membrane was incubated with secondary antibodies (goat anti-rabbit IRDye 680LT and goat anti-mouse IRDye 800CW, 1:20,000; LI-COR, 926–68021, 926–32210). Following washes, the membrane was scanned with the Odyssey imaging system (LI-COR). Rabbit anti-KCNC3 (APC-102) from Alomone Laboratories recognizes the intracellular C terminus of KCNC3, which is lost in KCNC3 (1–465). Tissues from *Kcnc3^(1-465)^* mice were used as negative controls for APC-102.

### Cell Culture, Transfection, and Protein Stability Assay.

CHO-K1 cells (Sigma, 85051005) were grown in Ham’s F-12 medium (ThermoFisher, 31765–092) supplemented with 10% fetal bovine serum (FBS) and penicillin-streptomycin (100 U/mL; ThermoFisher). At 80 to 90% confluency, the cells were cotransfected with 6 µg of pcDNA3 plasmids containing WT *Kcnc3*, *Kcnc3^G434V^*, and 1.2 µg of *eGFP* plasmids per 10-cm^2^ dish with Lipofectamine LTX (ThermoFisher, 15338030) following manufacturer’s instructions. Details on the vectors are provided in *SI Appendix*. The transfection was stopped 6 h later by medium change. At 24 h after transfection, cells were replated in 35-mm wells in triplicate. At 24 h after replating, cells were treated with 20 µg/mL cycloheximide (Sigma, C4859) for 0, 1, 2, 3, 4, and 5 h. At the indicated time, cells were lysed with RIPA buffer, and total protein was subjected to Western blot. The blots were scanned, and signals were measured with ImageStudioLite (LI-COR). The KCNC3 signal of each sample was adjusted with the actin signal, and the relative intensity compared with time 0 was calculated in all replicates to obtain the decay curve. The protein half-life was measured by the one phase exponential decay method in Prism 7 (GraphPad).

### Electrophysiology in CHO Cells.

CHO-K1 cells (Sigma, 85051005) were grown in Ham’s F-12 medium (ThermoFisher, 31765–092) supplemented with 10% FBS and penicillin-streptomycin (100 U/mL; ThermoFisher). At 80 to 90% confluency, the cells were cotransfected with 1 µg of pcDNA3 plasmids containing WT *Kcnc3*, *Kcnc3^G434V^*, truncated *Kcnc3^(1-465)^* and 0.25 µg of *eGFP* plasmid per 35 mm^2^ well with Lipofectamine LTX (ThermoFisher, 15338030) following manufacturer’s instructions. At 24 h after transfection, the cells were replated at low density in 24-well plates containing poly-d-lysine hydrobromide–coated glass coverslips (10 mg/mL; Sigma, P6407). Whole-cell currents in the transfected and untransfected CHO cells were recorded using a system including a Multiclamp 700B amplifier (Molecular Devices), Axon Digidata 1550 (Molecular Devices), and manipulator (MP-285, Sutter Instrument). The bath solution contained (in mM) 145 NaCl, 3 KCl, 10 HEPES, 3 CaCl_2_, 8 glucose, and 2 MgCl_2_ (pH was adjusted to 7.2 to 7.4 by NaOH, osmotic concentration = 290 to 300 Osmol/L). The internal solution contained (in mM): 125 potassium gluconate, 15 KCl, 10 HEPES, 4 MgATP, 0.3 Na-guanosine 5'-triphosphate (GTP), 10 Na-phosphocreatine, and 0.2 ethylene glycol tetraacetic acid (EGTA; pH 7.2 to 7.4; 290 to 300 mosM). The recording glass pipettes were made from borosilicate glass capillary (Sutter Instrument) by a micropipette puller P-97 (Sutter Instrument) and had resistances of 3 to 5 MΩ. All recordings were performed at room temperature. Cells were held at −70 mV and depolarized from −120 mV to 70 mV with 10-mV increments. Current density was calculated from peak potassium current (mean value, 20 ms window from the peak) divided by the capacitance of the cells we recorded. The data acquisition and analysis were performed with pClamp 10.4 software (Molecular Devices).

### Electrophysiology in Acutely Isolated Brain Slices.

Transverse hippocampal slices (350 μm) from 5- to 6-wk-old WT mice and *Clueless* mutant mice were obtained by cutting tangentially to the longitudinal axis of the hippocampus. The brain was sliced at 0 to 2 °C in artificial cerebrospinal fluid (ACSF) saturated with 95% O_2_/5% CO_2_ and containing (in mM): 119 NaCl, 2.5 KCl, 1.0 NaH_2_PO_4_, 4 MgSO_4_, 4 CaCl_2_, 26.2 NaHCO_3_, and 11 glucose. Slices recovered in a holding chamber for at least 1 h before use. During recordings, picrotoxin (100 μM) was added to block GABA_A_ receptor–mediated inhibitory postsynaptic currents (IPSCs).

### *CA3 pyramidal neurons*.

Whole-cell voltage-clamp recordings were performed as previously described (78). During recordings, slices were superfused with ACSF saturated with 95% O_2_/5% CO_2_ (at 23 °C) and containing (in mM): 119 NaCl, 2.5 KCl, 1.0 NaH_2_PO_4_, 4 MgSO_4_, 4 CaCl_2_, 26.2 NaHCO_3_, and 11 glucose. High Ca^2+^ and Mg^2+^ concentrations (4 mM) for extracellular solutions were used to reduce cellular excitability and thus to inhibit the epileptiform activity to which the CA3 region is especially prone (as performed by authors of refs. 79–81). It also allows better isolation of the MF-CA3 excitatory postsynaptic currents (EPSCs) from recurrent associational/commissural (i.e., polysynaptic) EPSCs. Pyramidal cells in the CA3 field were visualized using infrared-differential interference contrast optics. Synaptically evoked EPSCs were measured using a Multiclamp 700B amplifier (Molecular Devices, Foster City, CA). Recording electrodes (3 to 5 MΩ) contained (in mM): 120 Cs-gluconate, 20 KCl, 10 HEPES, 0.2 EGTA, 2 MgCl_2_, 4 MgATP, and 0.3 NaGTP. Afferents were stimulated at 0.1 Hz by a glass monopolar microelectrode filled with ACSF that was always positioned in the granular cell layer of the DG or in the DG hilus. For most of the experiments, LY-354740 1 μM, a highly selective and potent agonist of group II mGlu (metabotropic glutamate) receptors, was also applied at the end of the experiments to verify that evoked EPSCs were mediated by glutamate release from MF. Data were filtered at 2 kHz, digitized at 10 kHz, and collected and analyzed using Clampex 10.3 software (Clampex 10.3.0.2, Molecular Devices). Membrane potentials of CA3 neurons ranged between −75 and −65 mV. Series resistances ranged from 10 to 20 MΩ, and input resistances were monitored online with a 40 pA/150 ms current injection given before every stimulus. Only cells with a stable resistance (Δ < 15%) for the duration of the recording were kept for analysis. Recordings and analyses were performed blind regarding the genotype. Sample sizes are similar to those in standard electrophysiological studies conducted with rigor and reproducibility (i.e., sizes were chosen so that differences between groups can be interpreted in an unequivocal manner).

### *DG granule cells*.

Whole-cell current-clamp recordings were performed as previously described (82–84). During recordings, slices were superfused with ACSF (31.5 to 32.5 °C) saturated with 95% O_2_/5% CO_2_ and containing (in mM): 119 NaCl, 2.5 KCl, 1.0 NaH_2_PO_4_, 1.3 MgSO_4_, 2.5 CaCl_2_, 26.2 NaHCO_3_, and 11 glucose. To measure neuronal firing, whole-cell current-clamp recordings were performed with electrodes (3 to 5 MΩ) containing (in mM): 120 K-gluconate, 20 KCl, 10 HEPES, 0.2 EGTA, 2 MgCl_2_, 4 Na_2_ATP, and 0.3 Tris–GTP at a pH of 7.20 to 7.25. Data were filtered at 5 KHz, digitized at 10 kHz, collected and analyzed using Clampex 10.5 software (Clampex 10.5.0.9, Molecular Devices, Inc.). Membrane potentials were maintained at –80 mV, series resistances (10 to 18 MΩ), and input resistances were monitored online with a 40-pA current injection (150 ms) given before each 700-ms current injection stimulus. Only cells with a stable input resistance (Δ < 10%) for the duration of the recording were kept for analysis. The firing rate represents the average value measured from two to three cycles (700 ms duration; –120 to +240 pA range with a 40-pA step increment every 15 s). The resting membrane potential and the spike threshold were not adjusted for the liquid junction potential (∼8 mV). Spike characteristics were obtained from the first spike evoked by the minimal depolarizing current pulse in every granule cell recorded; the spike threshold was obtained by using the maximum of the third differential during the rising phase. The other characteristics were measured as follows: spike amplitude, difference between spike threshold and peak; spike width, measured at 20 pA above threshold; *f*AHP amplitude, difference between spike threshold and maximum hyperpolarization after the spike; spike rise, time difference between 10 and 90% of the spike peak; decay, time from 90 to 37% of AP repolarization phase; AP-positive area, AP area above threshold; peak-to-AHP, time from AP peak to 90% of AHP.

### Quantification and Statistical Analysis.

Unless otherwise stated, all statistical analyses were performed with Prism 7 (GraphPad). Two-group comparisons were performed with Kolmogorov-Smirnov test or unpaired Student’s *t* test when appropriate. Multiple-group comparisons were performed with one-way or two-way ANOVA followed by post hoc test when appropriate. Data are presented as mean ± SD and mean ± SEM when appropriate.

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

## Data Availability

RNA-sequencing data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus repository (accession no. GSE202094)(85). All other data are included in the article and/or supporting information. The deposited data will be accessible upon publication in https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202094.

## References

[1] C. M. Alberini, E. R. Kandel, The regulation of transcription in memory consolidation. Cold Spring Harb. Perspect. Biol. 7, a021741 (2014).2547509010.1101/cshperspect.a021741PMC4292167

[2] E. R. Kandel, Y. Dudai, M. R. Mayford, The molecular and systems biology of memory. Cell 157, 163–186 (2014).2467953410.1016/j.cell.2014.03.001

[3] G. R. Owen, E. A. Brenner, Mapping molecular memory: Navigating the cellular pathways of learning. Cell. Mol. Neurobiol. 32, 919–941 (2012).2248852610.1007/s10571-012-9836-0PMC11498452

[4] A. J. Silva, Y. Zhou, T. Rogerson, J. Shobe, J. Balaji, Molecular and cellular approaches to memory allocation in neural circuits. Science 326, 391–395 (2009).1983395910.1126/science.1174519PMC2844777

[5] S. Tonegawa, X. Liu, S. Ramirez, R. Redondo, Memory engram cells have come of age. Neuron 87, 918–931 (2015).2633564010.1016/j.neuron.2015.08.002

[6] R. A. Nicoll, A brief history of long-term potentiation. Neuron 93, 281–290 (2017).2810347710.1016/j.neuron.2016.12.015

[7] T. Kitamura , Engrams and circuits crucial for systems consolidation of a memory. Science 356, 73–78 (2017).2838601110.1126/science.aam6808PMC5493329

[8] J. C. Kaldun, S. G. Sprecher, Initiated by CREB: Resolving gene regulatory programs in learning and memory: Switch in cofactors and transcription regulators between memory consolidation and maintenance network. BioEssays 41, e1900045 (2019).3123735910.1002/bies.201900045

[9] S. Tonegawa, M. D. Morrissey, T. Kitamura, The role of engram cells in the systems consolidation of memory. Nat. Rev. Neurosci. 19, 485–498 (2018).2997090910.1038/s41583-018-0031-2

[10] D. O. Seo, L. E. Motard, M. R. Bruchas, Contemporary strategies for dissecting the neuronal basis of neurodevelopmental disorders. Neurobiol. Learn. Mem. 165, 106835 (2019).2955036710.1016/j.nlm.2018.03.015PMC6138573

[11] A. R. Garner , Generation of a synthetic memory trace. Science 335, 1513–1516 (2012).2244248710.1126/science.1214985PMC3956300

[12] X. Liu , Optogenetic stimulation of a hippocampal engram activates fear memory recall. Nature 484, 381–385 (2012).2244124610.1038/nature11028PMC3331914

[13] S. Ramirez , Creating a false memory in the hippocampus. Science 341, 387–391 (2013).2388803810.1126/science.1239073

[14] D. S. Roy , Distinct neural circuits for the formation and retrieval of episodic memories. Cell 170, 1000–1012.e19 (2017).2882355510.1016/j.cell.2017.07.013PMC5586038

[15] M. B. Chen, X. Jiang, S. R. Quake, T. C. Südhof, Persistent transcriptional programmes are associated with remote memory. Nature 587, 437–442 (2020).3317770810.1038/s41586-020-2905-5PMC9097329

[16] A. Katzman , Distinct transcriptomic profiles in the dorsal hippocampus and prelimbic cortex are transiently regulated following episodic learning. J. Neurosci. 41, 2601–2614 (2021).3353620210.1523/JNEUROSCI.1557-20.2021PMC8018728

[17] G. Hermey , Genome-wide profiling of the activity-dependent hippocampal transcriptome. PLoS One 8, e76903 (2013).2414694310.1371/journal.pone.0076903PMC3798291

[18] B. Lacar , Nuclear RNA-seq of single neurons reveals molecular signatures of activation. Nat. Commun. 7, 11022 (2016).2709094610.1038/ncomms11022PMC4838832

[19] P. Rao-Ruiz , Engram-specific transcriptome profiling of contextual memory consolidation. Nat. Commun. 10, 2232 (2019).3111018610.1038/s41467-019-09960-xPMC6527697

[20] S. G. Grant , Impaired long-term potentiation, spatial learning, and hippocampal development in fyn mutant mice. Science 258, 1903–1910 (1992).136168510.1126/science.1361685

[21] A. J. Silva, R. Paylor, J. M. Wehner, S. Tonegawa, Impaired spatial learning in alpha-calcium-calmodulin kinase II mutant mice. Science 257, 206–211 (1992).132149310.1126/science.1321493

[22] A. J. Silva , Alpha calcium/calmodulin kinase II mutant mice: Deficient long-term potentiation and impaired spatial learning. Cold Spring Harb. Symp. Quant. Biol. 57, 527–539 (1992).133968910.1101/sqb.1992.057.01.058

[23] M. Mayford, E. R. Kandel, Genetic approaches to memory storage. Trends Genet. 15, 463–470 (1999).1052981010.1016/s0168-9525(99)01846-6

[24] A. Matynia , A high through-put reverse genetic screen identifies two genes involved in remote memory in mice. PLoS One 3, e2121 (2008).1846493610.1371/journal.pone.0002121PMC2373872

[25] Y. S. Lee, Genes and signaling pathways involved in memory enhancement in mutant mice. Mol. Brain 7, 43 (2014).2489491410.1186/1756-6606-7-43PMC4050447

[26] J. S. Takahashi, L. H. Pinto, M. H. Vitaterna, Forward and reverse genetic approaches to behavior in the mouse. Science 264, 1724–1733 (1994).820925310.1126/science.8209253PMC3830945

[27] M. Bućan, T. Abel, The mouse: Genetics meets behaviour. Nat. Rev. Genet. 3, 114–123 (2002).1183650510.1038/nrg728

[28] E. M. Moresco, X. Li, B. Beutler, Going forward with genetics: Recent technological advances and forward genetics in mice. Am. J. Pathol. 182, 1462–1473 (2013).2360822310.1016/j.ajpath.2013.02.002PMC3644711

[29] Y. Wang , Large-scale forward genetics screening identifies Trpa1 as a chemosensor for predator odor-evoked innate fear behaviors. Nat. Commun. 9, 2041 (2018).2979526810.1038/s41467-018-04324-3PMC5966455

[30] Y. Dudai, Y. N. Jan, D. Byers, W. G. Quinn, S. Benzer, dunce, a mutant of *Drosophila* deficient in learning. Proc. Natl. Acad. Sci. U.S.A. 73, 1684–1688 (1976).81864110.1073/pnas.73.5.1684PMC430364

[31] W. G. Quinn, P. P. Sziber, R. Booker, The *Drosophila* memory mutant amnesiac. Nature 277, 212–214 (1979).12176010.1038/277212a0

[32] M. S. Livingstone, P. P. Sziber, W. G. Quinn, Loss of calcium/calmodulin responsiveness in adenylate cyclase of rutabaga, a *Drosophila* learning mutant. Cell 37, 205–215 (1984).632705110.1016/0092-8674(84)90316-7

[33] T. Tully, Discovery of genes involved with learning and memory: An experimental synthesis of Hirschian and Benzerian perspectives. Proc. Natl. Acad. Sci. U.S.A. 93, 13460–13467 (1996).894295710.1073/pnas.93.24.13460PMC33631

[34] S. M. Siepka, J. S. Takahashi, Forward genetic screens to identify circadian rhythm mutants in mice. Methods Enzymol. 393, 219–229 (2005).1581729010.1016/S0076-6879(05)93007-3PMC3757086

[35] L. G. Reijmers , A mutant mouse with a highly specific contextual fear-conditioning deficit found in an *N*-ethyl-*N*-nitrosourea (ENU) mutagenesis screen. Learn. Mem. 13, 143–149 (2006).1658579010.1101/lm.98606PMC1409825

[36] V. Kumar , C57BL/6N mutation in cytoplasmic FMRP interacting protein 2 regulates cocaine response. Science 342, 1508–1512 (2013).2435731810.1126/science.1245503PMC4500108

[37] P. Tovote, J. P. Fadok, A. Lüthi, Neuronal circuits for fear and anxiety. Nat. Rev. Neurosci. 16, 317–331 (2015).2599144110.1038/nrn3945

[38] T. Murai, S. Okuda, T. Tanaka, H. Ohta, Characteristics of object location memory in mice: Behavioral and pharmacological studies. Physiol. Behav. 90, 116–124 (2007).1704936310.1016/j.physbeh.2006.09.013

[39] C. A. Denny , Hippocampal memory traces are differentially modulated by experience, time, and adult neurogenesis. Neuron 83, 189–201 (2014).2499196210.1016/j.neuron.2014.05.018PMC4169172

[40] B. L. Bloodgood, N. Sharma, H. A. Browne, A. Z. Trepman, M. E. Greenberg, The activity-dependent transcription factor NPAS4 regulates domain-specific inhibition. Nature 503, 121–125 (2013).2420128410.1038/nature12743PMC4169177

[41] N. Hashikawa-Hobara, S. Mishima, C. Okujima, Y. Shitanishi, N. Hashikawa, Npas4 impairs fear memory via phosphorylated HDAC5 induced by CGRP administration in mice. Sci. Rep. 11, 7006 (2021).3377208810.1038/s41598-021-86556-wPMC7997869

[42] B. Rudy, C. J. McBain, Kv3 channels: Voltage-gated K+ channels designed for high-frequency repetitive firing. Trends Neurosci. 24, 517–526 (2001).1150688510.1016/s0166-2236(00)01892-0

[43] Y. Zhang , Kv3.3 channels bind Hax-1 and Arp2/3 to assemble a stable local actin network that regulates channel gating. Cell 165, 434–448 (2016).2699748410.1016/j.cell.2016.02.009PMC4826296

[44] F. R. Fernandez, E. Morales, A. J. Rashid, R. J. Dunn, R. W. Turner, Inactivation of Kv3.3 potassium channels in heterologous expression systems. J. Biol. Chem. 278, 40890–40898 (2003).1292319110.1074/jbc.M304235200

[45] S. B. Long, X. Tao, E. B. Campbell, R. MacKinnon, Atomic structure of a voltage-dependent K+ channel in a lipid membrane-like environment. Nature 450, 376–382 (2007).1800437610.1038/nature06265

[46] L. Y. Jan, Y. N. Jan, Voltage-gated potassium channels and the diversity of electrical signalling. J. Physiol. 590, 2591–2599 (2012).2243133910.1113/jphysiol.2011.224212PMC3424718

[47] P. D. Dodson, I. D. Forsythe, K. Presynaptic, Presynaptic K+ channels: Electrifying regulators of synaptic terminal excitability. Trends Neurosci. 27, 210–217 (2004).1504688010.1016/j.tins.2004.02.012

[48] L. K. Kaczmarek, Y. Zhang, Kv3 channels: Enablers of rapid firing, neurotransmitter release, and neuronal endurance. Physiol. Rev. 97, 1431–1468 (2017).2890400110.1152/physrev.00002.2017PMC6151494

[49] J. R. Geiger, P. Jonas, Dynamic control of presynaptic Ca(2+) inflow by fast-inactivating K(+) channels in hippocampal mossy fiber boutons. Neuron 28, 927–939 (2000).1116327710.1016/s0896-6273(00)00164-1

[50] D. Fioravante, W. G. Regehr, Short-term forms of presynaptic plasticity. Curr. Opin. Neurobiol. 21, 269–274 (2011).2135352610.1016/j.conb.2011.02.003PMC3599780

[51] X. S. Wu , Presynaptic Kv3 channels are required for fast and slow endocytosis of synaptic vesicles. Neuron 109, 938–946.e5 (2021).3350824410.1016/j.neuron.2021.01.006PMC7979485

[52] F. Espinosa , Alcohol hypersensitivity, increased locomotion, and spontaneous myoclonus in mice lacking the potassium channels Kv3.1 and Kv3.3. J. Neurosci. 21, 6657–6665 (2001).1151725510.1523/JNEUROSCI.21-17-06657.2001PMC6763102

[53] R. H. Joho, C. Street, S. Matsushita, T. Knöpfel, Behavioral motor dysfunction in Kv3-type potassium channel-deficient mice. Genes Brain Behav. 5, 472–482 (2006).1692315210.1111/j.1601-183X.2005.00184.x

[54] M. Weiser , Differential expression of Shaw-related K+ channels in the rat central nervous system. J. Neurosci. 14, 949–972 (1994).812063610.1523/JNEUROSCI.14-03-00949.1994PMC6577540

[55] S. Y. Chang , Distribution of Kv3.3 potassium channel subunits in distinct neuronal populations of mouse brain. J. Comp. Neurol. 502, 953–972 (2007).1744448910.1002/cne.21353

[56] F. Espinosa, G. Marks, N. Heintz, R. H. Joho, Increased motor drive and sleep loss in mice lacking Kv3-type potassium channels. Genes Brain Behav. 3, 90–100 (2004).1500571710.1046/j.1601-183x.2003.00054.x

[57] Y. Zhang, L. K. Kaczmarek, Kv3.3 potassium channels and spinocerebellar ataxia. J. Physiol. 594, 4677–4684 (2016).2644267210.1113/JP271343PMC4983625

[58] F. Espinosa, M. A. Torres-Vega, G. A. Marks, R. H. Joho, Ablation of Kv3.1 and Kv3.3 potassium channels disrupts thalamocortical oscillations in vitro and in vivo. J. Neurosci. 28, 5570–5581 (2008).1849589110.1523/JNEUROSCI.0747-08.2008PMC3844809

[59] C. S. Ho, R. W. Grange, R. H. Joho, Pleiotropic effects of a disrupted K+ channel gene: Reduced body weight, impaired motor skill and muscle contraction, but no seizures. Proc. Natl. Acad. Sci. U.S.A. 94, 1533–1538 (1997).903708810.1073/pnas.94.4.1533PMC19826

[60] D. Mladenova , Adar3 is involved in learning and memory in mice. Front. Neurosci. 12, 243 (2018).2971949710.3389/fnins.2018.00243PMC5914295

[61] A. Miyake , Disruption of the ether-a-go-go K+ channel gene BEC1/KCNH3 enhances cognitive function. J. Neurosci. 29, 14637–14645 (2009).1992329610.1523/JNEUROSCI.0901-09.2009PMC6665833

[62] X. Chen , Deletion of Kv4.2 gene eliminates dendritic A-type K+ current and enhances induction of long-term potentiation in hippocampal CA1 pyramidal neurons. J. Neurosci. 26, 12143–12151 (2006).1712203910.1523/JNEUROSCI.2667-06.2006PMC6675426

[63] J. N. Lugo, A. L. Brewster, C. M. Spencer, A. E. Anderson, Kv4.2 knockout mice have hippocampal-dependent learning and memory deficits. Learn. Mem. 19, 182–189 (2012).2250572010.1101/lm.023614.111PMC3348517

[64] J. Vernon, E. E. Irvine, M. Peters, J. Jeyabalan, K. P. Giese, Phosphorylation of K+ channels at single residues regulates memory formation. Learn. Mem. 23, 174–181 (2016).2698078610.1101/lm.040816.115PMC4793203

[65] A. W. Varga, A. E. Anderson, J. P. Adams, H. Vogel, J. D. Sweatt, Input-specific immunolocalization of differentially phosphorylated Kv4.2 in the mouse brain. Learn. Mem. 7, 321–332 (2000).1104026410.1101/lm.35300PMC311342

[66] K. P. Giese , Reduced K+ channel inactivation, spike broadening, and after-hyperpolarization in Kvbeta1.1-deficient mice with impaired learning. Learn. Mem. 5, 257–273 (1998).10454353PMC311244

[67] A. C. Need, E. E. Irvine, K. P. Giese, Learning and memory impairments in Kv beta 1.1-null mutants are rescued by environmental enrichment or ageing. Eur. J. Neurosci. 18, 1640–1644 (2003).1451134210.1046/j.1460-9568.2003.02889.x

[68] B. Rudy , “Voltage gated potassium channels: Structure and function of Kv1 to Kv9 subfamilies” in Encyclopedia of Neuroscience, L. R. Squire, Ed. (Academic Press, 2009), pp. 397–425.

[69] C. Gallego-Iradi , KCNC3(R420H), a K(+) channel mutation causative in spinocerebellar ataxia 13 displays aberrant intracellular trafficking. Neurobiol. Dis. 71, 270–279 (2014).2515248710.1016/j.nbd.2014.08.020PMC4181561

[70] J. C. Middlebrooks , Mutation in the kv3.3 voltage-gated potassium channel causing spinocerebellar ataxia 13 disrupts sound-localization mechanisms. PLoS One 8, e76749 (2013).2411614710.1371/journal.pone.0076749PMC3792041

[71] S. Khare , A KCNC3 mutation causes a neurodevelopmental, non-progressive SCA13 subtype associated with dominant negative effects and aberrant EGFR trafficking. PLoS One 12, e0173565 (2017).2846741810.1371/journal.pone.0173565PMC5414954

[72] A. Duarri , Functional analysis helps to define KCNC3 mutational spectrum in Dutch ataxia cases. PLoS One 10, e0116599 (2015).2575679210.1371/journal.pone.0116599PMC4355074

[73] J. S. Takahashi, K. Shimomura, V. Kumar, Searching for genes underlying behavior: Lessons from circadian rhythms. Science 322, 909–912 (2008).1898884410.1126/science.1158822PMC3744585

[74] K. W. Broman, H. Wu, S. Sen, G. A. Churchill, R/qtl: QTL mapping in experimental crosses. Bioinformatics 19, 889–890 (2003).1272430010.1093/bioinformatics/btg112

[75] M. A. DePristo , A framework for variation discovery and genotyping using next-generation DNA sequencing data. Nat. Genet. 43, 491–498 (2011).2147888910.1038/ng.806PMC3083463

[76] C. Lee, E. Y. Kang, M. J. Gandal, E. Eskin, D. H. Geschwind, Profiling allele-specific gene expression in brains from individuals with autism spectrum disorder reveals preferential minor allele usage. Nat. Neurosci. 22, 1521–1532 (2019).3145588410.1038/s41593-019-0461-9PMC6750256

[77] S. Durinck, P. T. Spellman, E. Birney, W. Huber, Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. Nat. Protoc. 4, 1184–1191 (2009).1961788910.1038/nprot.2009.97PMC3159387

[78] A. Segev , Reduced GluN1 in mouse dentate gyrus is associated with CA3 hyperactivity and psychosis-like behaviors. Mol. Psychiatry 25, 2832–2843 (2020).3003823110.1038/s41380-018-0124-3PMC6344327

[79] H. B. Kwon, P. E. Castillo, Role of glutamate autoreceptors at hippocampal mossy fiber synapses. Neuron 60, 1082–1094 (2008).1910991310.1016/j.neuron.2008.10.045PMC4454280

[80] H. B. Kwon, P. E. Castillo, Long-term potentiation selectively expressed by NMDA receptors at hippocampal mossy fiber synapses. Neuron 57, 108–120 (2008).1818456810.1016/j.neuron.2007.11.024PMC2390917

[81] D. L. Hunt, N. Puente, P. Grandes, P. E. Castillo, Bidirectional NMDA receptor plasticity controls CA3 output and heterosynaptic metaplasticity. Nat. Neurosci. 16, 1049–1059 (2013).2385211510.1038/nn.3461PMC3740388

[82] S. Kourrich, J. R. Klug, M. Mayford, M. J. Thomas, AMPAR-independent effect of striatal αCaMKII promotes the sensitization of cocaine reward. J. Neurosci. 32, 6578–6586 (2012).2257368010.1523/JNEUROSCI.6391-11.2012PMC3448780

[83] S. Kourrich, M. J. Thomas, Similar neurons, opposite adaptations: Psychostimulant experience differentially alters firing properties in accumbens core versus shell. J. Neurosci. 29, 12275–12283 (2009).1979398610.1523/JNEUROSCI.3028-09.2009PMC3307102

[84] S. Kourrich , Dynamic interaction between sigma-1 receptor and Kv1.2 shapes neuronal and behavioral responses to cocaine. Cell 152, 236–247 (2013).2333275810.1016/j.cell.2012.12.004PMC4159768

[85] Xu ., data available in NCBI Gene Expression Omnibus, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202094, deposited May 2022.

How the deposited data were processed for this re-analysis (not part of the article)

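The counts are the authors' own: the deposited files hold, for each of 64 libraries, the raw count of reads per gene for 45141 genes, as written by featureCounts. The submitters' processing notes and the file headers name adapter trimming with cutadapt, alignment to the mm10 build of the mouse genome with STAR 2.5.3a, and counting with featureCounts 1.6.0 over the exons of a gene for reversely stranded, uniquely mapped reads. No reads were available here, so this stage was not repeated. Each file was checked for whole numbers, for the same genes in the same order and for its total.

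The unit of analysis is the library. There are 4 regions, 2 genotypes and 2 treatments, which make 16 groups of 4 replicates. *Clueless* Ctl dorsal DG replicate 2, which Dataset S3 leaves out, is left out of the 63 libraries used, and results that include its group are also given with all 64. A list of Y chromosome genes and *Xist* was used as a check of the male label: the Y genes were counted in every library and *Xist* stayed near 0.

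Gene tests used edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr over the 16 groups, which kept 16442, and libraries were scaled by TMM. Robust quasi-likelihood fits were made for the 4 groups of each region, and for the 8 WT groups when regions were compared. Contrasts were FCT minus Ctl in each genotype, *Clueless* minus WT in each treatment, their interaction, and region against region in WT. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene is called at an adjusted p under 0.05. CPM values are scaled by TMM, and log2 CPM uses a prior count of 2. DESeq2 1.42.0 was run on the same libraries as an alternative. The paper's text does not name its test for differential expression and refers to its SI Appendix for details, which was not among the files available here.

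Gene lists were tested in 3 ways: the number of called members, the members adjusted over the list alone, and the set tests camera and fry of limma 3.58.1, adjusted over the 25 lists of a comparison. Camera was run with its preset correlation between genes of 0.01 and with a correlation estimated from the data. Of the lists, 3 come from the study: 28 immediate early genes (27 tested), 74 *Npas4* target genes (66 tested) and 61 K+ channel genes (60 tested). The other lists were written for this re-analysis from general knowledge: further activity-induced, glucocorticoid response, heat shock, circadian clock, voltage-gated sodium channel, voltage-gated calcium channel, glutamate receptor and GABA-A receptor genes, and markers of the dorsal hippocampus, ventral hippocampus, DG granule cells, CA pyramidal cells, GABAergic interneurons, choroid plexus, oligodendrocytes, astrocytes, microglia, endothelial cells, meningeal fibroblasts, thalamus, striatum and septum, and red blood cells. A list score is the mean log2 CPM of its tested members in a library. Scores were compared by exact permutation of all labels (two-sided), and their interaction by permuting the genotype labels within each treatment. Enrichment of a list among called genes used logistic regression with log10 gene length.

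Genes are named by a rule: the channel and transcription factor genes set in advance (*Kcnc3*, the other genes of its family *Kcnc1*, *Kcnc2* and *Kcnc4*, *Npas4*, *Kcnd2* and *Kcnh3*); for each comparison, the 5 largest rises and falls (10 between regions) among called genes with a mean log2 CPM of at least 1 and groups that do not overlap; for each list, its called members as a count and up to 6 of them by the smallest p in either genotype; and the Y genes and *Xist*. The values in Datasets S3 and S6 had been seen when the rule was written. A gene named outside this rule is marked as chosen after its values were seen.

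Whether replicate numbers pair the libraries was checked by the correlation of their deviations from the group means. Between regions of WT, every pair was over 0.1 in 4 of 8 comparisons: the dorsal and ventral CA in untrained mice and after FCT, the ventral DG and ventral CA in untrained mice, and the dorsal and ventral DG after FCT. Between regions of *Clueless* it held in 7 of 8, between Ctl and FCT in 0 of 8 and between WT and *Clueless* in 1 of 8. The sources do not say what the numbers mark. Counted by pair, 27 of 32 between regions of WT and 31 of 32 between those of *Clueless* were over 0.1. Of 32 libraries, 24 in WT and 28 in *Clueless* correlated best with the one of their own number. The median correlation in WT was 0.22, against -0.087 with other numbers. The numbers thus go together between regions. The main fit has no block and ignores this link, and blocked values are given where they change a call between regions.

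Alternatives set in advance were RLE normalization, no filter on low counts, DESeq2, a fit of the compared groups only, the replicate number as a block, all 64 libraries, a prior count of 0.5, standardized members in a score, removal of *Ddx3y*, no length covariate, an unadjusted p under 0.01 for the chromosome 7 interval, and leaving out each replicate in turn. Alternatives chosen after seeing the data were a correction for GC content and gene length (a loess trend with a span of 0.3 per library), leaving out the 12 libraries whose log2 CPM, relative to the mean of the libraries of their region, rose by more than 0.045 per standard deviation of log10 gene length, both together, the replicate block by treatment, and averages of *Kcnc3* over 2 regions.

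The tests were checked on simulated data with 100 changed genes of each size: a log2 change of 1 was recovered in 83% of genes for FCT minus Ctl in the dorsal DG of WT, in 76% for *Clueless* and in 59% for the interaction there, and a change of 2 in 97%, 97% and 93%. The simulated libraries held no trend with GC content or gene length, and 200 changed genes ease the adjustment. These shares can therefore overstate recovery in the real data. There, in the dorsal DG of WT, *Egr2* at 2.18 and *Fosb* at 1.36 were not called (adjusted p = 0.972 and 0.738 from edgeR). Tables and figures were made with Python 3.11.15, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.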

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

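The tests chosen only after the result was seen are the corrections for GC content and gene length, the removal of libraries with a high length slope, the test of the paralog of *Tmem181b-ps*, and the tests of a linked variant and of imprinted neighbours for *Ndn*; the tests of cell type share and of the genes within 500 kb were set beforehand.

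9 values lay far from the other 3 libraries of their group, by Dixon's test over 139 groups, where chance gives about 1 in 20 (6.95 expected). The total count was 7351331 in *Clueless* Ctl dorsal DG replicate 4 (others 8662701 to 8883691), 10681768 in WT Ctl dorsal DG replicate 1 (others 7961698 to 8344103) and 10610126 in WT Ctl ventral DG replicate 1 (others 7206051 to 7697243). The slope of log2 CPM on scaled log10 gene length was 0.102 in *Clueless* Ctl dorsal DG replicate 2, the library that Dataset S3 leaves out (others -0.0508 to -0.0255), and 0.0550 in *Clueless* FCT ventral CA replicate 3 (others -0.0247 to -0.0218). The mean log2 CPM of 10 choroid plexus markers was 4.99 in *Clueless* Ctl ventral CA replicate 3 (others -0.34 to 0.52), 1.93 in WT Ctl ventral CA replicate 2 (others -0.43 to -0.026) and 5.18 in WT FCT dorsal CA replicate 4 (others 0.18 to 0.69). The score of the *Npas4* target genes was 3.74 in *Clueless* Ctl ventral DG replicate 4 (others 4.02 to 4.07).

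Genes outside the lists that the paper discusses were called by edgeR in 28 cases, a signal in genes that the paper's text does not discuss. Dataset S6 itself lists all 15 genes called after FCT in the dorsal CA of WT, all 2 in that of *Clueless*, 16 of 17 in the ventral CA of WT and 14 of 15 in that of *Clueless*, genes of the study's lists included. After FCT, *Btg2*, an antiproliferative gene, rose by 1.45 in the dorsal CA of WT, 1.59 in the ventral CA of WT and 1.37 in the ventral CA of *Clueless* (standard errors 0.24, 0.20 and 0.19). *Tiparp*, a mono-ADP-ribosyltransferase gene, rose by 0.73, 1.14 and 0.89 in the same 3 groups, and *1700016P03Rik*, a transcript with no assigned protein, by 2.19, 2.79 and 1.90. *Sgk1*, a kinase gene that glucocorticoids induce, rose by 0.67 in the dorsal CA and 0.66 in the ventral CA of WT and by 0.74 in the dorsal CA of *Clueless*. The call in *Clueless* ended with only the compared groups in the fit, without the libraries of high length slope and without some single libraries listed below. *Arl4d* rose by 1.02, *Trib1* by 0.92 and *Adamts1* by 0.74 in the dorsal CA of WT. For WT in the ventral CA, *Klf4* rose by 1.05, *Apold1* by 1.41, *Ccn2* by 1.00 and the kinase gene *Sik1* by 1.38, and in that of *Clueless* *Apold1* by 1.46, *Sik1* by 1.24 and *Coq10b* by 0.93. *Pear1* changed by -1.55 after FCT in the dorsal DG of *Clueless*. Between the genotypes *Ndn* was higher in *Clueless* by 1.02 in the untrained dorsal CA, and *Tmem181b-ps* by 1.25 and 1.22 in the ventral DG and by 0.92 and 1.02 in the ventral CA, without training and after FCT.

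The immediate early gene score rose less after FCT in *Clueless* than in WT in the dorsal DG and the dorsal CA, by differences of -0.34 (p = 0.203) and -0.31 (p = 0.120) that exact permutation did not call; without 1 library they ran from -0.49 (p = 0.0400) to -0.17 (p = 0.461) and from -0.42 (p = 0.0498) to -0.23 (p = 0.230). In the dorsal DG the median interaction of the granule cell markers was 0.25, the opposite direction to a lower share of the main cell type. Genotype went with the GC slope in the untrained groups of that fit, so this does not settle the share. In the dorsal CA the pyramidal cell markers gave -0.11 and leave it open. With the GC and length correction the value in the dorsal DG was -0.16, and -0.10 without the libraries of high length slope, each of which leaves that explanation open, and 0.044 with both, which is consistent with a part of these trends in the difference there. The same settings gave -0.22, -0.24 and -0.19 in the dorsal CA, which neither end the difference nor call it. In the dorsal DG the score of *Clueless* less that of WT was 0.29 without training and -0.05 after FCT. The difference there thus lay mostly in the untrained groups, whose GC slopes also differed, as given with *Kcnc3*. In the dorsal CA these values were 0.05 and -0.26, so it lay mostly in the trained groups. A smaller response of *Clueless* neurons stays open as the biological explanation in the dorsal CA, as does a difference in the dissected tissue. After FCT in *Clueless* there, DG granule cell markers had a median change of 0.43 (adjusted p = 0.337 by camera with an estimated correlation). The 2 trained libraries with high choroid plexus scores, replicates 2 and 3, had the lowest immediate early gene scores of their group (4.78 and 4.70). WT FCT replicate 4, also high in these markers, had the highest score of its group (5.38). In the dorsal DG a smaller response cannot be told apart from a higher score before training.

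*Tmem181b-ps*, a pseudogene, was higher in *Clueless* in all 8 comparisons, with a median of 0.95, and averaged over the regions all 8 *Clueless* replicate numbers (4.59 to 5.11) lay above all 8 WT ones (3.69 to 4.24). Its calls in the ventral DG ended with the replicate block (adjusted p = 0.0664 without training and 0.188 after FCT), without training also with only the compared groups in the fit (adjusted p = 1), and without any of 6 and of 7 of the 8 libraries, while those in the ventral CA held under every setting. A move of reads from its paralog *Tmem181a* would lower that gene, and its median of 0.0180 does not show this. Only uniquely mapped reads were counted, so reads that match both genes are not tested by this value. A change of the whole region is argued against by a median of 0.0219 over the 10 genes within 500 kb, although *Dynlt1a* alone had 0.49 (lowest -0.77). The correction for GC content and length left 0.950, which argues against these trends. A sequence variant in or near the gene was not tested.

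*Ndn*, an imprinted gene inside the mapped interval on chromosome 7, was higher in *Clueless* with a median of 0.94 without training and 0.37 after FCT. Neighbouring imprinted genes are argued against, since the 4 tested had a median of -0.0139, and so are GC and length trends, since the correction left 0.969 without training. A linked variant that raises *Ndn* in each *Clueless* sample stays open: averaged over the 4 regions, 2 of 8 WT replicate numbers (6.45 and 6.61) lay above the lowest of 8 *Clueless* ones (6.41) and 0 above their median (6.68). The call in the untrained dorsal CA ended with the correction (1.10, standard error 0.21, adjusted p = 0.792), and when 1 of the 8 libraries of its 2 groups was left out it held without WT replicate 4 (adjusted p = 0.0496) and ended without any of the other 7 (adjusted p from 0.0541 to 0.402). It also ended with the replicate block, set in advance, and without the libraries of high length slope.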

How the results depend on the processing

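The tests chosen after seeing the data are the correction for GC content and gene length, the removal of the 12 libraries with a high length slope, both together, the replicate block by treatment, the averages of *Kcnc3* over 2 regions, and the counts over a list alone, the interactions without 1 library and the share on chromosome 7 under these settings. Where a value changed, the cause was not tested, except where the setting itself changes the number of genes or libraries. The reported value stands in parentheses after each changed value, log2 fold changes and scores are on the log2 scale, and 'over the list alone' means that p-values were adjusted over the genes of the list. Most results that answer a comparison are counts, which have no direction or threshold. A count is said to have kept them where it was equal to the reported count or within 1.5 times of it.
Without *Ddx3y*, all 16 results it enters, and without the length covariate, all 7, kept their direction and side of the threshold. The odds ratio of a list has no value where no listed gene was called, and all 4 regions were fitted under every setting that applies to them. The number of libraries limits small changes: on simulated data a log2 change of 1 was recovered in 51% of genes for the interaction in the ventral DG and in 63% in the ventral CA, and one of 2 in 88% and 99%. The simulated data held no trend with GC content or gene length, so these shares can overstate recovery in the real data.

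With RLE normalization, 108 of 112 results that answer a comparison and 229 of 230 values of single genes kept their direction and side of the threshold. Changed were genes changed by FCT: *Clueless* dorsal DG 0 (1). Direction turned in interaction of the list score: *Npas4* target dorsal DG 0.014 (-0.014), *Npas4* target dorsal CA 0.0060 (-0.0042), immediate early ventral CA -0.0017 (0.0024). Among single genes 1 call ended and 0 arose.

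With no filter on low counts, where more genes enter the adjustment, 81 of 112 results that answer a comparison and 228 of 230 values of single genes kept their direction and side of the threshold. The values that changed were genes changed by FCT: WT dorsal DG 3 (0), *Clueless* dorsal DG 193 (1), WT dorsal CA 27 (15), *Clueless* dorsal CA 49 (2), *Clueless* ventral DG 1 (0), WT ventral CA 123 (17), *Clueless* ventral CA 69 (15); immediate early genes changed by FCT: *Clueless* dorsal DG 2 (0), *Clueless* dorsal CA 4 (1), *Clueless* ventral DG 1 (0), WT ventral CA 13 (8); *Npas4* target genes changed by FCT over the list alone: *Clueless* dorsal DG 3 (0), *Clueless* dorsal CA 7 (4); genes differing between *Clueless* and WT: Ctl dorsal DG 6 (0), FCT dorsal DG 14 (0), Ctl dorsal CA 2 (1), FCT dorsal CA 1 (0), Ctl ventral CA 34 (1), FCT ventral CA 13 (1); K+ channel genes differing between *Clueless* and WT over the list alone: Ctl dorsal DG 1 (0), Ctl dorsal CA 3 (1); *Npas4* target genes changed by FCT: *Clueless* dorsal CA 1 (0), WT ventral CA 9 (4), *Clueless* ventral CA 7 (4); genes with an interaction: dorsal CA 1 (0), ventral CA 16 (0); *Kcnc3* in WT: dorsal DG minus dorsal CA Ctl 0.61 (adjusted p = 0.0996, from 0.61), dorsal minus ventral FCT 0.51 (adjusted p = 0.11, from 0.50). Direction turned in interaction of the list score: *Npas4* target dorsal DG 0.039 (-0.014), *Npas4* target dorsal CA 0.014 (-0.0042), immediate early ventral CA -0.012 (0.0024). Among single genes 0 calls ended and 2 arose.

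With DESeq2, 77 of 103 results that answer a comparison and 226 of 230 values of single genes kept their direction and side of the threshold. This moved genes changed by FCT: WT dorsal DG 5 (0), *Clueless* dorsal DG 102 (1), WT dorsal CA 26 (15), *Clueless* dorsal CA 36 (2), WT ventral DG 11 (0), *Clueless* ventral DG 13 (0), WT ventral CA 27 (17); immediate early genes changed by FCT: WT dorsal DG 1 (0), *Clueless* dorsal CA 5 (1), WT ventral DG 4 (0), *Clueless* ventral DG 2 (0); *Npas4* target genes changed by FCT: WT dorsal DG 1 (0), WT dorsal CA 7 (4), *Clueless* dorsal CA 3 (0), WT ventral DG 1 (0), *Clueless* ventral DG 1 (0); *Npas4* target genes changed by FCT over the list alone: *Clueless* dorsal DG 3 (0), WT ventral DG 2 (1); genes differing between *Clueless* and WT: Ctl dorsal DG 3 (0), FCT dorsal DG 6 (0), Ctl dorsal CA 2 (1), FCT dorsal CA 1 (0), Ctl ventral DG 4 (1), FCT ventral DG 2 (1); K+ channel genes differing between *Clueless* and WT over the list alone: Ctl dorsal CA 0 (1); genes with an interaction: dorsal CA 1 (0). Among single genes 1 call ended and 3 arose.

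With only the compared groups in the fit, 81 of 94 results that answer a comparison and 217 of 226 values of single genes kept their direction and side of the threshold. Changed were genes changed by FCT: *Clueless* dorsal DG 33 (1), *Clueless* dorsal CA 0 (2); *Npas4* target genes changed by FCT over the list alone: *Clueless* dorsal DG 1 (0), *Clueless* ventral DG 1 (3), WT ventral CA 7 (11); genes differing between *Clueless* and WT: Ctl dorsal DG 4 (0), Ctl ventral DG 0 (1), Ctl ventral CA 2 (1); K+ channel genes differing between *Clueless* and WT over the list alone: Ctl dorsal DG 2 (0); *Npas4* target genes changed by FCT: WT dorsal CA 7 (4); immediate early genes changed by FCT: *Clueless* dorsal CA 0 (1); WT genes differing between regions: dorsal DG and ventral DG Ctl 535 (1352), dorsal DG and ventral DG FCT 527 (890). Among single genes 8 calls ended and 1 arose.

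With the replicate number as a block (replicate block), 100 of 111 results that answer a comparison and 225 of 230 values of single genes kept their direction and side of the threshold. The values that changed were genes changed by FCT: *Clueless* dorsal DG 0 (1); genes differing between *Clueless* and WT: Ctl dorsal CA 0 (1), Ctl ventral DG 0 (1), FCT ventral DG 0 (1), Ctl ventral CA 2 (1); K+ channel genes differing between *Clueless* and WT over the list alone: Ctl dorsal CA 0 (1); *Npas4* target genes changed by FCT over the list alone: WT ventral DG 2 (1), *Clueless* ventral DG 1 (3); *Kcnc3* in WT: dorsal DG minus ventral DG FCT 0.62 (adjusted p = 0.0322, from 0.61), ventral DG minus ventral CA Ctl 0.50 (adjusted p = 0.0339, from 0.51), ventral DG minus ventral CA FCT 0.50 (adjusted p = 0.0341, from 0.52). Among single genes 5 calls ended and 0 arose.

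With all 64 libraries, 20 of 22 results that answer a comparison and 8 of 9 values of single genes kept their direction and side of the threshold. This moved genes changed by FCT: *Clueless* dorsal DG 0 (1); *Npas4* target genes changed by FCT over the list alone: *Clueless* dorsal DG 2 (0). Among single genes 1 call ended and 0 arose.

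With a prior count of 0.5, 8 of 9 results that answer a comparison kept their direction and side of the threshold. Direction turned in interaction of the list score: *Npas4* target dorsal CA 0.0063 (-0.0042).

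With standardized members in the score, 6 of 9 results that answer a comparison kept their direction and side of the threshold. Direction turned in interaction of the list score: *Npas4* target dorsal DG 0.13 (-0.014), *Npas4* target dorsal CA 0.11 (-0.0042), immediate early ventral CA -0.018 (0.0024).

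At an unadjusted p under 0.01, 0 of 1 results that answer a comparison kept their direction and side of the threshold. This moved percent of genes differing between *Clueless* and WT inside the interval on chromosome 7: all comparisons 2.02 (50).

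With the correction for GC content and gene length, 86 of 112 results that answer a comparison and 223 of 230 values of single genes kept their direction and side of the threshold. Changed were genes changed by FCT: *Clueless* dorsal DG 0 (1), *Clueless* dorsal CA 14 (2), *Clueless* ventral DG 2 (0), WT ventral CA 29 (17); *Npas4* target genes changed by FCT over the list alone: *Clueless* dorsal DG 2 (0), WT ventral DG 5 (1), *Clueless* ventral DG 8 (3); immediate early genes changed by FCT: *Clueless* dorsal CA 5 (1), *Clueless* ventral DG 1 (0), WT ventral CA 13 (8); *Npas4* target genes changed by FCT: *Clueless* dorsal CA 2 (0), WT ventral CA 7 (4); genes differing between *Clueless* and WT: Ctl dorsal CA 0 (1); K+ channel genes differing between *Clueless* and WT over the list alone: Ctl dorsal CA 0 (1); WT genes differing between regions: dorsal DG and ventral DG Ctl 2038 (1352), dorsal DG and ventral DG FCT 1440 (890); *Kcnc3* in WT: dorsal DG minus ventral DG Ctl 0.48 (adjusted p = 0.00282, from 0.33), dorsal DG minus ventral DG FCT 0.54 (adjusted p = 0.00118, from 0.61), ventral DG minus ventral CA Ctl 0.68 (adjusted p = 1.25e-05, from 0.51), ventral DG minus ventral CA FCT 0.73 (adjusted p = 3.98e-06, from 0.52), dorsal minus ventral Ctl 0.39 (adjusted p = 3.29e-04, from 0.28); percent of genes differing between *Clueless* and WT inside the interval on chromosome 7: all comparisons 0 (50). Direction turned in interaction of a gene: *Npas4* dorsal DG 0.068 (-0.16); *Kcnc3* *Clueless* minus WT: Ctl dorsal CA -0.098 (0.029), FCT ventral DG -0.011 (0.20), FCT ventral CA -0.055 (0.025); *Clueless* minus WT of a gene: *Kcnc1* Ctl dorsal CA -0.041 (0.060); interaction of the list score: immediate early ventral CA -0.039 (0.0024). Among single genes 2 calls ended and 3 arose.

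Without the 12 libraries of high length slope, which leaves fewer libraries per group, 95 of 112 results that answer a comparison and 215 of 230 values of single genes kept their direction and side of the threshold. The values that changed were *Npas4* target genes changed by FCT over the list alone: WT dorsal DG 3 (5), *Clueless* dorsal DG 4 (0), WT ventral DG 2 (1), *Clueless* ventral DG 1 (3); genes changed by FCT: *Clueless* dorsal CA 0 (2); immediate early genes changed by FCT: *Clueless* dorsal CA 0 (1); genes differing between *Clueless* and WT: Ctl dorsal CA 0 (1), Ctl ventral DG 2 (1); K+ channel genes differing between *Clueless* and WT over the list alone: Ctl dorsal CA 0 (1), FCT ventral DG 1 (0); *Kcnc3* in WT: dorsal DG minus ventral DG FCT 0.62 (adjusted p = 0.0204, from 0.61), ventral DG minus ventral CA Ctl 0.55 (adjusted p = 0.0342, from 0.51), ventral DG minus ventral CA FCT 0.52 (adjusted p = 0.0201, from 0.52); percent of genes differing between *Clueless* and WT inside the interval on chromosome 7: all comparisons 0 (50). Direction turned in interaction of a gene: *Npas4* dorsal DG 0.20 (-0.16), *Npas4* ventral DG 0.047 (-0.10); interaction of the list score: *Npas4* target dorsal DG 0.018 (-0.014), *Npas4* target dorsal CA 0.00028 (-0.0042); *Kcnc3* *Clueless* minus WT: Ctl dorsal CA -0.031 (0.029); *Clueless* minus WT of a gene: *Kcnc4* Ctl dorsal CA -0.046 (0.17), *Kcnd2* Ctl dorsal CA 0.017 (-0.097), *Kcnc2* Ctl ventral DG 0.73 (-0.12), *Kcnc4* Ctl ventral DG -0.043 (0.13), *Kcnh3* Ctl ventral DG -0.0070 (0.14), *Kcnc4* Ctl ventral CA -0.24 (0.014), *Kcnd2* Ctl ventral CA 0.0087 (-0.031), *Kcnh3* Ctl ventral CA -0.041 (0.045). Among single genes 5 calls ended and 0 arose.

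Without these 12 libraries and with the correction, 76 of 112 results that answer a comparison and 215 of 230 values of single genes kept their direction and side of the threshold. This moved genes changed by FCT: *Clueless* dorsal DG 7 (1), *Clueless* dorsal CA 8 (2), WT ventral DG 1 (0), *Clueless* ventral DG 2 (0), WT ventral CA 36 (17); immediate early genes changed by FCT: *Clueless* dorsal DG 5 (0), *Clueless* dorsal CA 2 (1), WT ventral DG 1 (0), *Clueless* ventral DG 1 (0), WT ventral CA 15 (8); immediate early genes changed by FCT over the list alone: *Clueless* dorsal DG 13 (5); *Npas4* target genes changed by FCT: *Clueless* dorsal DG 3 (0), *Clueless* dorsal CA 1 (0), WT ventral CA 7 (4), *Clueless* ventral CA 7 (4); *Npas4* target genes changed by FCT over the list alone: *Clueless* dorsal DG 5 (0), *Clueless* ventral DG 5 (3); genes differing between *Clueless* and WT: FCT dorsal DG 1 (0), Ctl dorsal CA 0 (1), Ctl ventral DG 4 (1), FCT ventral CA 2 (1); K+ channel genes differing between *Clueless* and WT over the list alone: Ctl dorsal CA 0 (1); genes with an interaction: ventral DG 2 (0); *Kcnc3* in WT: dorsal DG minus ventral DG Ctl 0.46 (adjusted p = 0.00234, from 0.33), dorsal DG minus ventral DG FCT 0.54 (adjusted p = 4.83e-05, from 0.61), dorsal CA minus ventral CA FCT 0.30 (adjusted p = 0.0205, from 0.39), ventral DG minus ventral CA Ctl 0.64 (adjusted p = 7.16e-06, from 0.51), ventral DG minus ventral CA FCT 0.73 (adjusted p = 6.80e-08, from 0.52), dorsal minus ventral Ctl 0.36 (adjusted p = 5.06e-04, from 0.28); WT genes differing between regions: dorsal DG and ventral DG FCT 1842 (890), dorsal CA and ventral CA FCT 2449 (1476); percent of genes differing between *Clueless* and WT inside the interval on chromosome 7: all comparisons 0 (50). Direction turned in *Clueless* minus WT of a gene: *Kcnc2* Ctl dorsal DG 0.088 (-0.22), *Kcnc1* Ctl dorsal CA -0.016 (0.060), *Kcnc4* Ctl dorsal CA -0.12 (0.17), *Kcnd2* Ctl dorsal CA 0.069 (-0.097), *Kcnc2* Ctl ventral DG 0.70 (-0.12), *Kcnc4* Ctl ventral DG -0.064 (0.13), *Kcnh3* Ctl ventral DG -0.035 (0.14), *Kcnc4* Ctl ventral CA -0.11 (0.014); interaction of a gene: *Npas4* dorsal DG 0.38 (-0.16); interaction of the list score: immediate early dorsal DG 0.044 (-0.34), *Npas4* target dorsal DG 0.00083 (-0.014); *Kcnc3* *Clueless* minus WT: Ctl dorsal CA -0.091 (0.029), FCT ventral CA -0.039 (0.025). Among single genes 5 calls ended and 1 arose.

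With a replicate block within each treatment, 10 of 20 results that answer a comparison and 160 of 160 values of single genes kept their direction and side of the threshold. Changed were WT genes differing between regions: dorsal DG and ventral DG Ctl 2369 (1352), dorsal DG and ventral DG FCT 1679 (890), dorsal CA and ventral CA Ctl 2378 (1473), dorsal CA and ventral CA FCT 2296 (1476); *Kcnc3* in WT: dorsal DG minus ventral DG Ctl 0.38 (adjusted p = 0.00813, from 0.33), dorsal DG minus ventral DG FCT 0.64 (adjusted p = 4.27e-05, from 0.61), dorsal CA minus ventral CA FCT 0.38 (adjusted p = 0.00832, from 0.39), ventral DG minus ventral CA Ctl 0.49 (adjusted p = 2.82e-04, from 0.51), ventral DG minus ventral CA FCT 0.49 (adjusted p = 2.34e-04, from 0.52), dorsal minus ventral Ctl 0.31 (adjusted p = 0.00135, from 0.28). This block changed no other call.

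Leaving out 1 library at a time, 915 values of results that answer a comparison kept their direction and side of the threshold or, for counts, stayed within 1.5 times. Of the others, 94 counts moved by more than 1.5 times or to or from 0, and 34 values reversed, 14 ended a call and 5 gave a call. For single genes the numbers were 1762 kept, 28 reversed, 72 ended and 2 arisen. Each range is followed by the reported value and the libraries (group and replicate number) whose absence made the change. Genes changed by FCT: WT dorsal DG 0 to 1 (0; WT FCT 1); *Clueless* dorsal DG 0 to 1 (1; *Clueless* Ctl 1/3/4, *Clueless* FCT 1/2); WT dorsal CA 4 to 16 (15; WT Ctl 1/3/4, WT FCT 3/4); *Clueless* dorsal CA 0 to 8 (2; *Clueless* Ctl 2/3, *Clueless* FCT 1/2/3); *Clueless* ventral DG 0 to 1 (0; *Clueless* FCT 3); *Clueless* ventral CA 9 to 17 (15; *Clueless* Ctl 1/2/3, *Clueless* FCT 1/4). *Npas4* target genes changed by FCT over the list alone: WT dorsal DG 0 to 4 (5; WT Ctl 2/3/4, WT FCT 2/3/4); *Clueless* dorsal DG 0 to 4 (0; *Clueless* FCT 3); WT ventral DG 1 to 3 (1; WT Ctl 3, WT FCT 3); *Clueless* ventral DG 0 to 7 (3; *Clueless* Ctl 2/3/4, *Clueless* FCT 1/3); WT ventral CA 7 to 11 (11; WT Ctl 1/3, WT FCT 2). Genes differing between *Clueless* and WT: Ctl dorsal DG 0 to 1 (0; *Clueless* Ctl 4); FCT dorsal DG 0 to 1 (0; WT FCT 2); Ctl dorsal CA 0 to 1 (1; WT Ctl 1/2/3, *Clueless* Ctl 1/2/4); Ctl ventral DG 0 to 1 (1; WT Ctl 1/2/4, *Clueless* Ctl 1/2/4); FCT ventral DG 0 to 1 (1; WT FCT 2/3/4, *Clueless* FCT 1/2/3/4); Ctl ventral CA 1 to 2 (1; *Clueless* Ctl 4). *Clueless* minus WT of a gene: *Kcnc2* Ctl dorsal DG -1.14 to 0.16 (-0.22; *Clueless* Ctl 1); *Kcnc2* Ctl ventral DG -0.52 to 0.76 (-0.12; WT Ctl 3, *Clueless* Ctl 4); *Kcnc4* Ctl ventral DG -0.078 to 0.28 (0.13; WT Ctl 3); *Kcnd2* Ctl ventral DG -0.095 to 0.11 (0.032; WT Ctl 4, *Clueless* Ctl 2); *Kcnh3* Ctl ventral DG -0.056 to 0.28 (0.14; WT Ctl 3); *Kcnc4* Ctl ventral CA -0.15 to 0.098 (0.014; WT Ctl 1/3, *Clueless* Ctl 2); *Kcnd2* Ctl ventral CA -0.11 to 0.012 (-0.031; WT Ctl 1, *Clueless* Ctl 4); *Kcnh3* Ctl ventral CA -0.072 to 0.13 (0.045; WT Ctl 1, *Clueless* Ctl 2). Interaction of a gene: *Npas4* dorsal DG -0.66 to 0.14 (-0.16; *Clueless* Ctl 1, WT FCT 4, *Clueless* FCT 3); *Npas4* ventral DG -0.52 to 0.20 (-0.10; WT Ctl 1/2, *Clueless* Ctl 3, WT FCT 4, *Clueless* FCT 2/3). Interaction of the list score: immediate early dorsal DG -0.49 to -0.17 (-0.34; *Clueless* FCT 4); *Npas4* target dorsal DG -0.035 to 0.068 (-0.014; WT Ctl 4, *Clueless* Ctl 3/4, WT FCT 1, *Clueless* FCT 2/3); immediate early dorsal CA -0.42 to -0.23 (-0.31; *Clueless* Ctl 2, *Clueless* FCT 4); *Npas4* target dorsal CA -0.027 to 0.014 (-0.0042; WT Ctl 4, *Clueless* Ctl 3, WT FCT 3/4, *Clueless* FCT 2/3); immediate early ventral DG -0.031 to 0.14 (0.063; WT Ctl 4, *Clueless* Ctl 2, *Clueless* FCT 4); immediate early ventral CA -0.059 to 0.068 (0.0024; WT Ctl 1/2/4, *Clueless* Ctl 2/3, WT FCT 1/2, *Clueless* FCT 1/4). Immediate early genes changed by FCT over the list alone: *Clueless* dorsal DG 0 to 7 (5; *Clueless* Ctl 1/3/4, *Clueless* FCT 4); WT ventral DG 4 to 9 (10; WT Ctl 2, WT FCT 1/3/4); *Clueless* ventral DG 5 to 10 (9; *Clueless* Ctl 2, *Clueless* FCT 1/4). Change of a gene after FCT: *Npas4* *Clueless* dorsal DG -0.16 to 0.64 (0.34; *Clueless* FCT 4); *Npas4* WT ventral DG -0.12 to 0.60 (0.19; WT FCT 4); *Npas4* *Clueless* ventral DG -0.11 to 0.24 (0.085; *Clueless* Ctl 4, *Clueless* FCT 1/4). *Kcnc3* *Clueless* minus WT: FCT dorsal DG -0.18 to 0.25 (0.082; *Clueless* FCT 4); Ctl dorsal CA -0.087 to 0.14 (0.029; WT Ctl 3, *Clueless* Ctl 3/4); FCT dorsal CA -0.12 to 0.20 (0.038; WT FCT 1, *Clueless* FCT 4); Ctl ventral DG -0.075 to 0.28 (0.13; WT Ctl 3); FCT ventral CA -0.094 to 0.13 (0.025; WT FCT 1, *Clueless* FCT 1/4). Immediate early genes changed by FCT: WT dorsal CA 4 to 8 (8; WT Ctl 1/2/3, WT FCT 3); *Clueless* dorsal CA 0 to 3 (1; *Clueless* Ctl 1/2/3/4, *Clueless* FCT 1/3); *Clueless* ventral DG 0 to 1 (0; *Clueless* FCT 3). Odds ratio of a list among called genes: immediate early genes WT dorsal CA 732 to 66837800000 (969; WT Ctl 3); immediate early genes *Clueless* dorsal CA 416 to 13356500000 (668; *Clueless* FCT 2). *Npas4* target genes changed by FCT: WT dorsal CA 2 to 5 (4; WT Ctl 3); *Clueless* dorsal CA 0 to 2 (0; *Clueless* FCT 3). K+ channel genes differing between *Clueless* and WT over the list alone: Ctl dorsal CA 0 to 0 (1; WT Ctl 1/2/3/4, *Clueless* Ctl 1/2/3/4); FCT ventral DG 0 to 1 (0; *Clueless* FCT 3). *Kcnc3* in WT: dorsal DG minus dorsal CA Ctl 0.49 to 0.73 (0.61; WT Ctl dorsal DG 1/2/4, WT Ctl dorsal CA 1/2/3); ventral DG minus ventral CA Ctl 0.36 to 0.71 (0.51; WT Ctl ventral DG 3); dorsal minus ventral FCT 0.42 to 0.58 (0.50; WT FCT dorsal DG 4, WT FCT dorsal CA 4, WT FCT ventral DG 1/2, WT FCT ventral CA 1/2); ventral DG minus ventral CA FCT 0.36 to 0.69 (0.52; WT FCT ventral DG 1). The odds ratios of 66837800000 and 13356500000 arise where every called gene is on the list, so that the regression has no upper bound.

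Calls of single genes that ended or arose when a library was left out, with those libraries, were: *Pear1* *Clueless* dorsal DG (*Clueless* Ctl 1/3/4, *Clueless* FCT 1/2/3/4); *1700016P03Rik* WT dorsal CA (WT Ctl 1/3/4, WT FCT 3/4); *Btg2* WT dorsal CA (WT Ctl 1/3/4, WT FCT 3/4); *Fosb* WT dorsal CA (WT Ctl 1/2/3/4, WT FCT 3/4); *Fos* WT dorsal CA (WT Ctl 3); *Egr2* *Clueless* dorsal CA (*Clueless* Ctl 1/2/3/4, *Clueless* FCT 1); *Sgk1* *Clueless* dorsal CA (*Clueless* Ctl 1/2/3, *Clueless* FCT 1/2); *Junb* *Clueless* dorsal CA (*Clueless* FCT 3); *Fos* *Clueless* dorsal CA (*Clueless* FCT 3); *1700016P03Rik* *Clueless* ventral CA (*Clueless* Ctl 2/3/4, *Clueless* FCT 1/3/4); *Ndn* Ctl dorsal CA (WT Ctl 1/2/3, *Clueless* Ctl 1/2/3/4); *Tmem181b-ps* Ctl ventral DG (WT Ctl 1/2/4, *Clueless* Ctl 1/2/4); *Tmem181b-ps* FCT ventral DG (WT FCT 2/3/4, *Clueless* FCT 1/2/3/4); Prg4 dorsal DG minus dorsal CA Ctl (WT Ctl dorsal DG 4, WT Ctl dorsal CA 1/3); Chrna5 dorsal DG minus ventral DG FCT (WT FCT dorsal DG 1/3/4, WT FCT ventral DG 1/2/3); Ttn dorsal CA minus ventral CA FCT (WT FCT dorsal CA 2, WT FCT ventral CA 1); Sostdc1 dorsal CA minus ventral CA FCT (WT FCT dorsal CA 4).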

Differences from the paper's values

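The paper's counts of genes come from Dataset S6, whose test and thresholds are not stated in the sources used (the SI Appendix, to which the paper refers for details, was not among them), so they stand here beside counts at an adjusted p under 0.05 from edgeR without implying the same threshold. The settings compared were set before the data were examined (RLE normalization, no filter on low counts, DESeq2, compared groups only, the replicate block, all libraries where the dorsal DG of untrained *Clueless* enters, and leaving out 1 library), unless said otherwise.

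For genes changed by FCT, the paper's counts in WT are 280 in the dorsal DG, 207 in the dorsal CA, 267 in the ventral DG and 177 in the ventral CA, against 0, 15, 0 and 17 here, and the paper's in *Clueless* are 176, 62, 218 and 159, against 1, 2, 0 and 15. Without the filter on low counts the values fall within 1.5 times the paper's for the dorsal DG of *Clueless* (193), the dorsal CA of *Clueless* (49) and the ventral CA of WT (123). Under every other setting, and for the other 5 groups under all of them, the counts stay apart. In the dorsal DG and dorsal CA of WT and the ventral CA of *Clueless*, 477, 459 and 604 genes had an unadjusted p under 0.05 by edgeR. Each is below a share of 0.05 of the 16442 tested, so the low counts here do not show that the paper's other genes are unchanged. Of the genes listed in Dataset S6, 15 of 207 in the dorsal CA of WT, 16 of 177 in the ventral CA of WT, 2 of 62 and 14 of 159 in these regions of *Clueless* and 1 of 176 in the dorsal DG of *Clueless* were called.

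For genes differing between *Clueless* and WT, the paper's counts without training are 48 in the dorsal DG, 71 in the dorsal CA, 89 in the ventral DG and 90 in the ventral CA, against 0, 1, 1 and 1 here, and the paper's after FCT are 276, 93, 397 and 128, against 0, 0, 1 and 1. None of the settings closes these gaps. Except in the untrained dorsal DG, the genes at an unadjusted p under 0.05 were below a share of 0.05 of all tested, so the same limit holds.

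For regions of WT, the paper's counts are 379 (untrained) and 62 (FCT) between the dorsal DG and the dorsal CA and 504 and 482 between the ventral DG and the ventral CA, against 6074, 5812, 4490 and 4559 here, and none of the settings closes the gap. Between the dorsal and the ventral DG after FCT the paper's count is 1499 against 890, and DESeq2 (1054) and the replicate block (1145) come within 1.5 times of it, while RLE normalization, no filter, compared groups only and leaving out any 1 library do not. The settings chosen after seeing the values also come within it: the GC and length correction gives 1440 genes and drops 772 of the paper's, removal of the libraries of high length slope gives 1199 and drops 895, both together give 1842 and drop 685, and the replicate block by treatment gives 1679 and drops 725.

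For immediate early genes among the genes changed by FCT, the paper's counts are 14 in WT and 2 in *Clueless* in the dorsal DG, 15 and 7 in the dorsal CA and 6 in the ventral DG of WT, against 0, 0, 8, 1 and 0 here. No setting closes the gap for the dorsal DG of WT. The paper's 2 in the dorsal DG of *Clueless* is reached without the filter (2), its 15 in the dorsal CA of WT is approached without the filter (10), by DESeq2 (11) and with the compared groups only (12), its 7 in the dorsal CA of *Clueless* by DESeq2 (5), and its 6 in the ventral DG of WT by DESeq2 (4). RLE normalization, the replicate block, all libraries and leaving out 1 library close none of the 5. With the GC and length correction, chosen after seeing the values, the count in the dorsal CA of *Clueless* is 5, and 2 of the paper's 7 are dropped.

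For *Npas4* target genes, the paper's counts are 9 in WT and 3 in *Clueless* in the dorsal DG, 8 and 2 in the dorsal CA and 5 and 2 in the ventral DG, against 0, 0, 4, 0, 0 and 0 here. For the dorsal CA, WT comes within 1.5 times of the paper's value by DESeq2 (7) and with the compared groups only (7), and *Clueless* by DESeq2 (3) and without *Clueless* FCT dorsal CA replicate 3 (2). The other settings, and all settings for the DG, leave the gap, also without *Ddx3y*. Of the settings chosen after seeing the values, the GC and length correction gives 2 in the dorsal CA of *Clueless* and drops 0 of the paper's, and the removal of the libraries of high length slope with the correction gives 3 in the dorsal DG of *Clueless* and drops 2 of the paper's 3.

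The fold changes of *Kcnc3* in Dataset S3 are *Clueless* minus WT in the dorsal DG (correlation 0.961 with the difference of the means over 70 genes) and WT minus *Clueless* in the dorsal CA, ventral DG and ventral CA (correlations -0.988, -0.942 and -0.968). Put on 1 direction, *Clueless* minus WT, the paper's value is 0.29 in the dorsal DG and -0.11 in the dorsal CA of untrained mice, against 0.55 and 0.029 here. For the dorsal DG, all libraries (0.38) and leaving out WT Ctl dorsal DG replicate 3 (0.44) have the sign of the paper's value and lie within 1 standard error of the edgeR estimate from it, and in the dorsal CA so does leaving out WT Ctl replicate 3 (-0.087), *Clueless* Ctl replicate 3 (-0.021) or *Clueless* Ctl replicate 4 (-0.059), while the other settings do not. The GC and length correction gives 0.19 and -0.098, the removal of the libraries of high length slope 0.44 and -0.031, and both together 0.13 and -0.091, all chosen after seeing the values and with no call of the paper to drop.

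The paper states that *Kcnc3* is higher in the dorsal than in the ventral hippocampus of WT mice; after FCT the average over the DG and the CA was 0.50 (adjusted p = 0.0378), which has this direction, and in untrained mice it was 0.28 (adjusted p = 0.283), which did not pass the test, with the same direction in the DG and the CA. With settings chosen after seeing the values the untrained average passed: 0.31 (adjusted p = 0.00135) with the replicate block by treatment, 0.39 (adjusted p = 0.000329) with the GC and length correction and 0.36 (adjusted p = 0.000506) with that correction and without the libraries of high length slope. Summed over the 4 regions, edgeR called immediate early genes 16 times after FCT in WT and 9 times in *Clueless*, the direction that the paper gives. The paper places this difference above all in the dorsal DG; there the counts were 0 and 0 over all genes, and 12 in WT and 5 in *Clueless* over the list alone. Without 1 library these ran from 9 to 13 in WT and from 0 to 7 in *Clueless*, and without the libraries of high length slope and with the correction, chosen after seeing the values, they were 14 and 13, with 0 and 5 over all genes, the opposite order.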

Other observations

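The tests chosen after seeing the data in this part are those of the removal of libraries with a high length slope and of the GC and length correction on the chromosome 7 interval.

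After FCT, genes of the glucocorticoid response and further activity-induced genes, neither of which the study listed, also rose in the CA. Of 20 further activity-induced genes, 4 rose in the dorsal CA of WT and 0 in that of *Clueless*, and 4 and 3 in the ventral CA. Camera with an estimated correlation gave an adjusted p of 0.000425 and 0.0464 in the dorsal CA of WT and *Clueless* (medians 0.41 and 0.41) and 0.00592 and 0.0073 in the ventral CA (medians 0.39 and 0.39). Of 12 glucocorticoid response genes, among them *Sgk1*, 5 passed over the list alone in the dorsal CA of each genotype and 6 and 4 in the ventral CA of WT and *Clueless*, with adjusted p of 0.00284 and 0.0636 and of 0.00592 and 0.0456 with an estimated correlation. Over the list alone 3 of the 12 passed in the dorsal DG of WT and 0 in that of *Clueless* (adjusted p 0.144 and 0.825 with an estimated correlation). Summed over the 4 regions, with the ventral DG included, 18 rises passed over the list alone in WT and 11 in *Clueless*.

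As a set, the 10 heat shock genes shifted upward in the ventral CA of WT (median 0.33, adjusted p 0.00579 with an estimated correlation), with 2 past the threshold over the list alone and 0 over all genes by edgeR (5 at an unadjusted p under 0.05). After FCT in the ventral CA all 10 were lower in *Clueless* than in WT (median -0.19, adjusted p 0.00285 with an estimated correlation), with 1 past the threshold over the list alone and 0 over all genes. Their interaction there had a median of -0.14 (adjusted p 0.222 with an estimated correlation). Of the lists not drawn from the study, these 3 were the only ones that camera with an estimated correlation called in any comparison of treatment or genotype.

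Of the 245 tested genes inside the mapped interval on chromosome 7 (1.49% of 16442), 1 (*Ndn*) is among the 2 distinct genes called between the genotypes, a share of 50% (Fisher p = 0.0296 with 2 genes). At an unadjusted p under 0.01 it is 19 of 941 genes, 2.02% (Fisher p = 0.165), and 0% with the GC and length correction or without the libraries of high length slope.

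For the 14 circadian clock genes the median lay between -0.019 and 0.086 after FCT, between -0.089 and 0.049 for *Clueless* minus WT and between -0.032 and 0.093 for the interaction (smallest adjusted p with an estimated correlation 0.144). For the 8 voltage-gated sodium channel genes the median lay between -0.10 and 0.078 after FCT, between -0.15 and 0.062 for *Clueless* minus WT and between -0.14 and 0.084 for the interaction (smallest adjusted p with an estimated correlation 0.335). For the 15 voltage-gated calcium channel genes the median lay between -0.17 and -0.013 after FCT, between -0.022 and 0.10 for *Clueless* minus WT and between -0.12 and 0.092 for the interaction (smallest adjusted p with an estimated correlation 0.109). For the 21 glutamate receptor genes the median lay between -0.10 and 0.10 after FCT, between -0.083 and 0.046 for *Clueless* minus WT and between -0.12 and 0.14 for the interaction (smallest adjusted p with an estimated correlation 0.107). For the 12 GABA-A receptor genes the median lay between -0.072 and 0.31 after FCT, between -0.28 and 0.13 for *Clueless* minus WT and between -0.050 and 0.38 for the interaction (smallest adjusted p with an estimated correlation 0.424). Each of the 5 lists had 0 genes called over all genes by edgeR, and over the list alone 1 circadian clock gene passed after FCT and 1 sodium channel gene between the genotypes.

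For the 5 dorsal hippocampus markers the median lay between -0.34 and 0.069 after FCT, between -0.090 and 0.21 for *Clueless* minus WT and between -0.41 and 0.024 for the interaction (smallest adjusted p with an estimated correlation 0.425). For the 5 ventral hippocampus markers the median lay between -0.11 and 0.44 after FCT, between -0.41 and 0.12 for *Clueless* minus WT and between -0.15 and 0.18 for the interaction (smallest adjusted p with an estimated correlation 0.337). For the 8 DG granule cell markers the median lay between -0.13 and 0.43 after FCT, between -0.35 and 0.19 for *Clueless* minus WT and between -0.060 and 0.51 for the interaction (smallest adjusted p with an estimated correlation 0.337). For the 6 CA pyramidal cell markers the median lay between -0.28 and 0.052 after FCT, between -0.062 and 0.029 for *Clueless* minus WT and between -0.19 and 0.037 for the interaction (smallest adjusted p with an estimated correlation 0.36). For the 8 GABAergic interneuron markers the median lay between -0.21 and 0.070 after FCT, between -0.096 and 0.13 for *Clueless* minus WT and between -0.30 and 0.036 for the interaction (smallest adjusted p with an estimated correlation 0.36). For the 10 choroid plexus markers the median lay between -3.31 and 4.35 after FCT, between -1.27 and 2.74 for *Clueless* minus WT and between -2.15 and 0.24 for the interaction (smallest adjusted p with an estimated correlation 0.352). For the 10 oligodendrocyte markers the median lay between -0.29 and 0.14 after FCT, between -0.34 and 0.093 for *Clueless* minus WT and between -0.23 and 0.026 for the interaction (smallest adjusted p with an estimated correlation 0.137). For the 8 astrocyte markers the median lay between -0.068 and 0.028 after FCT, between -0.044 and 0.072 for *Clueless* minus WT and between -0.011 and 0.035 for the interaction (smallest adjusted p with an estimated correlation 0.341). For the 8 microglia markers the median lay between -0.27 and -0.048 after FCT, between -0.12 and 0.12 for *Clueless* minus WT and between -0.14 and 0.049 for the interaction (smallest adjusted p with an estimated correlation 0.179). For the 8 endothelial cell markers the median lay between -0.40 and 0.41 after FCT, between -0.43 and 0.42 for *Clueless* minus WT and between -0.37 and 0.77 for the interaction (smallest adjusted p with an estimated correlation 0.0651). For the 7 meningeal fibroblast markers the median lay between -1.25 and 1.17 after FCT, between -1.42 and 0.82 for *Clueless* minus WT and between -0.78 and 1.95 for the interaction (smallest adjusted p with an estimated correlation 0.0651). For the 6 thalamus markers the median lay between -0.084 and 0.28 after FCT, between -0.28 and 0.12 for *Clueless* minus WT and between -0.073 and 0.29 for the interaction (smallest adjusted p with an estimated correlation 0.325). For the 7 striatum and septum markers the median lay between -0.49 and 0.10 after FCT, between -0.21 and 0.38 for *Clueless* minus WT and between -0.57 and 0.33 for the interaction (smallest adjusted p with an estimated correlation 0.144). For the 5 red blood cell markers the median lay between -0.85 and 0.16 after FCT, between -0.23 and 0.94 for *Clueless* minus WT and between -0.47 and 1.22 for the interaction (smallest adjusted p with an estimated correlation 0.204). In these lists 0 genes were called over all genes by edgeR in any comparison of treatment or genotype. Over the list alone, 5 of 7 meningeal fibroblast and 5 of 8 endothelial cell markers were lower in *Clueless* than in WT in the dorsal DG after FCT, 6 of 10 oligodendrocyte markers were lower in *Clueless* in the ventral DG after FCT (median -0.34), and of the 10 choroid plexus markers 9 were higher after FCT in the dorsal CA of *Clueless* (median 3.83) and 7 lower in the ventral CA of *Clueless* (median -3.31), where *Clueless* Ctl ventral CA replicate 3 carries a high score. The interaction passed over the list alone for 5 endothelial cell and 2 meningeal fibroblast markers in the ventral DG (medians 0.77 and 1.95); the remaining counts over the list alone were 4 or fewer in each comparison.

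Of the list genes tested, 11 of the 27 immediate early genes and 16 of the 66 *Npas4* target genes are on another list, as are 2 of the 60 K+ channel genes, 1 of the 8 sodium channel genes and 2 of the 12 GABA-A receptor genes. The other 20 lists share 0 genes.

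Other splits of the same libraries show how many genes other groupings of them call. For regions of WT the real split called the most genes in all 8 comparisons, over 35 splits each. Between the dorsal and ventral DG it called 1352 genes against 87 in the highest other split (untrained) and 890 against 10 (FCT). Between the dorsal and ventral CA these were 1473 against 1 and 1476 against 9. Between the dorsal DG and dorsal CA they were 6074 against 1 and 5812 against 6, and between the ventral DG and ventral CA 4490 against 2884 and 4559 against 902. For FCT the real split also called the most genes in the CA. It called 15 genes against 0 in the dorsal CA of WT, 17 against 0 in the ventral CA of WT and 15 against 0 in that of *Clueless*. For the count of 2 in the dorsal CA of *Clueless* the highest other split gave 1. In each of these comparisons the real split was 1 of 35, the smallest share that these splits allow. Many comparisons were split and no correction was made for their number, so this share alone does not exclude chance in any of them. The count of 2 in the dorsal CA of *Clueless* is also not stable. It is 0 with only the compared groups in the fit and without the libraries of high length slope, and runs from 0 to 8 without 1 library. Between the genotypes 0 other splits reach the count in the untrained dorsal CA (1 against 0) and in the trained ventral DG (1 against 0). For the same reason this does not exclude chance for a count of 1. These counts of 1 are also not stable: each is 0 with the replicate block, and without any of 6 of 8 libraries in the dorsal CA and 7 of 8 in the ventral DG. The count in the dorsal CA is also 0 with the GC and length correction and without the libraries of high length slope.

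Nor can chance be excluded for the count of genes called in the dorsal DG of *Clueless* after FCT (1, with 845 in the highest other split, and as many in 2 of 35). The same holds for the count between the genotypes in the untrained ventral DG (1 against 1, in 2 of 35) and in the ventral CA (1 against 1, in 3 of 35 untrained and in 2 of 35 after FCT). These splits count any called gene and do not test *Tmem181b-ps*, the gene called there, itself. Where 0 genes were called, each split has at least as many (35 of 35, and 100 of 100 drawn for the interaction), so the splits decide nothing about chance. The highest other split gave 34 genes for FCT in the dorsal DG of WT, 1759 in the ventral DG of WT and 0 in the ventral DG of *Clueless*. For the genotypes it gave 0 in the untrained dorsal DG, 925 in the trained dorsal DG and 78 in the trained dorsal CA, and for the interaction 952 in the dorsal DG, 4 in the dorsal CA, 1 in the ventral DG and 1 in the ventral CA. The splits with 845, 925, 952, 1759 and 2884 genes point to a structure of the samples other than the groups. The split with 845 sets *Clueless* FCT dorsal DG replicate 4 with the untrained libraries. That with 1759 exchanges replicate 3 of WT Ctl and WT FCT in the ventral DG, and that with 925 sets replicates 1 and 3 of both genotypes together in the trained dorsal DG. The GC slope is the slope of log2 CPM on scaled GC content. It separates the sides of the split with 845 (0.102 to 0.188 and -0.222 to -0.0209) and of that with 925 (-0.222 to -0.0602 and -0.0493 to 0.158). For the split with 1759 the sides overlap (-0.0197 to 0.186 and -0.262 to 0.0262). Whether GC content causes these splits was not tested.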
